# AC-265347 Inhibits Neuroblastoma Tumor Growth by Induction of Differentiation without Causing Hypocalcemia

**DOI:** 10.3390/ijms23084323

**Published:** 2022-04-13

**Authors:** Eliana Gonçalves-Alves, Marta Garcia, Carlos J. Rodríguez-Hernández, Soledad Gómez-González, Rupert C. Ecker, Mariona Suñol, Oscar Muñoz-Aznar, Angel M. Carcaboso, Jaume Mora, Cinzia Lavarino, Silvia Mateo-Lozano

**Keywords:** neuroblastoma, calcium-sensing receptor, calcimimetic, cinacalcet, AC-265347, biased signaling, differentiation, cancer-testis antigens

## Abstract

Neuroblastoma is the most common extracranial solid tumor of childhood, with heterogeneous clinical manifestations ranging from spontaneous regression to aggressive metastatic disease. The calcium-sensing receptor (CaSR) is a G protein-coupled receptor (GPCR) that senses plasmatic fluctuation in the extracellular concentration of calcium and plays a key role in maintaining calcium homeostasis. We have previously reported that this receptor exhibits tumor suppressor properties in neuroblastoma. The activation of CaSR with cinacalcet, a positive allosteric modulator of CaSR, reduces neuroblastoma tumor growth by promoting differentiation, endoplasmic reticulum (ER) stress and apoptosis. However, cinacalcet treatment results in unmanageable hypocalcemia in patients. Based on the bias signaling shown by calcimimetics, we aimed to identify a new drug that might exert tumor-growth inhibition similar to cinacalcet, without affecting plasma calcium levels. We identified a structurally different calcimimetic, AC-265347, as a promising therapeutic agent for neuroblastoma, since it reduced tumor growth by induction of differentiation, without affecting plasma calcium levels. Microarray analysis suggested biased allosteric modulation of the CaSR signaling by AC-265347 and cinacalcet towards distinct intracellular pathways. No upregulation of genes involved in calcium signaling and ER stress were observed in patient-derived xenografts (PDX) models exposed to AC-265347. Moreover, the most significant upregulated biological pathways promoted by AC-265347 were linked to RHO GTPases signaling. AC-265347 upregulated cancer testis antigens (CTAs), providing new opportunities for CTA-based immunotherapies. Taken together, this study highlights the importance of the biased allosteric modulation when targeting GPCRs in cancer. More importantly, the capacity of AC-265347 to promote differentiation of malignant neuroblastoma cells provides new opportunities, alone or in combination with other drugs, to treat high-risk neuroblastoma patients.

## 1. Introduction

Neuroblastoma (NB) is the most common extracranial solid tumor diagnosed in childhood, accounting for approximately 8% of all pediatric cancers and 15% of childhood cancer mortality [1]. This heterogeneous disease presents a wide range of biological and clinical manifestations, ranging from spontaneous regression to widespread and highly aggressive, chemo-resistant tumors. Several genetic and epigenetic alterations have been described in NB cells, including amplification of the oncogene *MYCN*, mutations of *ALK* and segmental chromosomal alterations [2,3]. Current therapy for high-risk (HR) NB, accounting for 55–60% of patients, includes intensive induction of chemotherapy followed by surgery; consolidation with high-dose multi-agent chemotherapy, autologous stem cell transplantation and radiation therapy; treatment of minimal residual disease using differentiation agents and immunotherapy. Despite intensive multimodal therapy, long-term survival in HR-NB is less than 50% [4].

In 2009, our group described the calcium-sensing receptor (CaSR) as a tumor suppressor gene involved in the differentiation pathways of NB [5,6]. CaSR is a class C G-protein coupled receptor (GPCR), mainly expressed in parathyroid glands, responsible for the maintenance of calcium (Ca^2+^) homeostasis. High plasma Ca^2+^ concentrations activate CaSR, leading to a suppression of parathyroid hormone (PTH) secretion, reduction in Ca^2+^ excretion by the kidneys, and Ca^2+^ deposition in the bones [7]. This GPCR is also expressed in different tissues, such as the intestine, lungs, brain, pancreas, cardiac and immune system, where it was shown to play diverse roles in cellular processes, including proliferation, differentiation, gene expression and apoptosis [7]. Furthermore, it has been shown that different GPCR ligands are able to stabilize alternative receptor structures, thus, triggering different physiological responses with potential tissue-selective effects [8]. The development of drugs modulating the CaSR function made the receptor an attractive therapeutic target to explore. 

We previously reported that targeting CaSR with its positive allosteric modulator cinacalcet (CIN) induced endoplasmic reticulum (ER)-stress-coupled apoptosis and cell differentiation in NB cell lines. More importantly, CIN delayed in vivo NB tumor growth and increased the expression of genes involved in cell differentiation [9]. However, these encouraging results came with an associated drawback, since CaSR activation by CIN resulted in reduced plasma Ca^2+^ levels, which were unmanageable in patients [10,11].

Considering the biased signaling properties of CaSR, we aimed at identifying and characterizing other positive allosteric modulators of CaSR that might exert NB-specific effects, without inducing clinically relevant hypocalcemia. We hereby describe a structurally different calcimimetic, AC-265347, as an effective therapeutic agent for NB, since it reduces NB tumor growth by promoting cytodifferentiation while maintaining plasma calcium levels.

## 2. Results

### 2.1. AC-265347 Inhibits NB Tumor Growth While Keeping Normal Plasma Calcium Levels 

In order to avoid the hypocalcemia induced by CIN, we assessed the effects of a third generation calcimimetic, AC-265347, on a healthy immunocompromised mouse model. Plasma Ca^2+^ concentration levels were determined over four weeks. AC-265347 did not reduce the plasma Ca^2+^ levels when compared to vehicle-treated mice. One-way ANOVA with Dunn’s correction was used to compare statistical significance between groups (*p* < 0.005) (Figure 1A). On the other hand, CIN induced non-symptomatic hypocalcemia, as previously documented [9]. No other toxicities were observed (data not shown).

To explore the anti-tumorigenic effects of AC-265347, we evaluated tumor growth inhibition induced by calcimimetics in three different mouse models, carrying LA-N-1 cells, HSJD-NB-001 or HSJD-NB-004 patient-derived xenografts (PDX) models, with different basal expression levels of CaSR, evaluated in early-passage tissues (p2) (Supplementary Figure S1A). AC-265347 delayed NB tumor growth, similar to CIN, in two in vivo models, LA-N-1 and HSJD-NB-001 (Figure 1B). Log-rank statistics with a Bonferroni correction test were used to compare statistical significance between groups (LA-N-1: *p* = 0.0186, VEH vs. AC-265347; *p* = 0.0003, VEH vs. CIN; *p* = 1, CIN vs. AC-265347; HSJD-NB-001: *p* = 0.0105, VEH vs. AC-265347; *p* = 0.0081, VEH vs. CIN; *p* = 1, CIN vs. AC-265347). A similar tendency was observed in HSJD-NB-004 tumor-growth delay (Supplementary Figure S1B). 

Next, we explored the effect of AC-265347 on CaSR expression levels in the eight tumor samples exposed the longest time to each drug, since we previously observed that CIN-responding tumors were those most exposed to this calcimimetic [9]. Immunohistochemistry revealed an upregulation in CaSR expression induced by AC-265347, only in HSJD-NB-001. As described, CIN exposure resulted in an increase in CaSR in both mouse models. However, this upregulation was not significantly different. Statistical analysis between groups was calculated using a Mann–Whitney test (*p* > 0.05 for all the comparisons) (Figure 1C).

### 2.2. Expression of NB Differentiation Markers Is Increased by Exposure to Calcimimetics

As both drugs delayed tumor growth, we decided to evaluate several histological cell proliferation and differentiation markers in the tumors exposed for the longest time to both calcimimetics. No differences were observed in cell proliferation in either model, by quantification of the specific cell proliferation marker Ki67 (data not shown). Expression levels of NF68 and TrkA, two well-described neural differentiation markers, increased by AC-265347 treatment, as observed when mice were treated with CIN. However, only CIN induced downregulation of CD44 expression, an adhesion protein highly expressed in undifferentiated, multipotent neural crest-like NB cells (Figure 2).

### 2.3. AC-265347 and CIN Induce a Different Gene Expression Pattern in NB Xenograft Models 

To explore the effects induced by AC-265347, we evaluated the mRNA expression levels by RT-qPCR of the eight tumors exposed for the longest period of time to calcimimetics, relative to the vehicle-treated tumors (Table 1). Increased expression of *CaSR* was observed in both mouse models exposed to AC-265347, similar to that induced by CIN. This fold increase was exacerbated in HSJD-NB-001 tumors. As seen in Table 1, even though the differentiation effect induced by both calcimimetics was similar, as we observed an upregulation of *NEFL*, *NTRK1*, *NTRK3*, *S100B* and *TUBB3*, we could appreciate a different gene expression pattern induced by AC-265347. No upregulation of several transcripts involved in Ca^2+^ signaling and ER stress were observed in the two NB xenograft models exposed to AC-265347. Moreover, an increase in *CHD5*, a well-recognized tumor suppressor gene in NB, was induced only by CIN. In keeping with differentiation induction, expression levels of *MYCN* and *TGFβ* were significantly modified only by AC-265347. However, these effects were model dependent. Interestingly, AC-265347 exposure also resulted in an increase in cancer testis antigens (CTAs) in both animal models, since an upregulation of *CTCFL*, *GAGE* family, *NY-ESO-1* and *SSX4/4B* was observed (Table 1).

### 2.4. NB Cell Lines Respond Differently to Chronic Exposure of AC-265347

To explore the effects on cell differentiation induced by AC-265347, we decided to analyze LA-N-1 and IMR5 NB cell lines, after a long exposure to this calcimimetic. The calculation of the AC-265347 half maximal inhibitory concentration (IC_50_), of six NB cell lines, showed elevated IC_50_ values, making us reason that similar to CIN, AC-265347 does not exert a cytotoxic effect on NB cell lines (Supplementary Figure S2). Exposure of 14 days to a concentration lower than IC_50_ resulted in morphological features of neuronal differentiation in both cell lines, being more pronounced in IMR5 cells showing a more complex dendrite network and flatter colonies (Figure 3A). In keeping with differentiation induction, a higher upregulation of *NEFL*, *S100B*, *NTRK3* and *p75/NTR* was observed in IMR5 cells. Notably, a downregulation of different genes associated with a stem-like phenotype, such as *NANOG*, *HES1*, *POU5F1* and *SOX2*, was observed in both cell lines, as evaluated by RT-qPCR (Figure 3B). Moreover, protein levels of NF68 were upregulated in LA-N-1 cells exposed to AC-265347 (Figure 3C).

### 2.5. Acute Exposure to Calcimimetics Differently Affects NB Cells

To gain further insight into the signaling pathways promoted by CaSR in NB cells after AC-265347 exposure, we treated an in vitro model, widely used to characterize signaling pathways activated by this GPCR, in the presence of 0.5 or 3 mM CaCl_2_ [6]. As expected, CIN prompted cleavage of PARP when LA-N-1 cells were exposed to 0.5 or 3 mM of CaCl_2_ (9.8- and 4.1-fold, respectively), even though this effect was cell line dependent. However, we observed no significant changes on the full-length PARP protein when either LA-N-1 or IMR5 cells were exposed to AC-265347 (Figure 4A).

Analyses by flow cytometry of annexin V-SYTOX-stained cells after exposure to calcimimetics, in the presence of either low or high Ca^2+^ concentration, confirmed that exposure to AC-265347 did not result in cell death by apoptosis (Figure 4B).

### 2.6. Genome-Wide Analyses of CIN and AC-265347-Treated Neuroblastoma Xenografts Reveal Biased Signaling 

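RNA from 24 LA-N-1 tumors grown in mice was hybridized to human Clariom S arrays, 1 tumor per array, with 8 tumors from animals given AC-265347, 8 given CIN and 8 given vehicle (VEH). LA-N-1 is a human neuroblastoma cell line, and both calcimimetics were dosed at 10 mg/kg. Transcript of CASR, the receptor that both drugs modulate, had a mean log2 signal of 5.45 (SD 0.42, n = 8) in VEH tumors, 5.40 (SD 0.38, n = 8) with AC-265347 and 5.41 (SD 0.43, n = 8) with CIN. The oncogene MYCN was among the strongly detected genes, at 10.83 (SD 0.33, n = 8), 11.23 (SD 0.12, n = 8) and 11.23 (SD 0.18, n = 8) in the same order. The authors' values are log2 signals made with RMA, which corrects background, normalizes between arrays and summarizes the probes of each transcript cluster. Of 27189 features in the deposited table, 20893 transcript clusters were tested and 17705 of these carry a gene symbol. The other 6296, among them 2197 positive and 612 negative controls, were not tested. Positive controls averaged 8.91 to 9.26 per array and negative controls 2.64 to 3.00, and the area under the curve that separates them was 0.986 to 0.994. The median log2 signal per array was 5.56 to 5.69 in VEH tumors (median 5.60), 5.63 to 5.68 with AC-265347 (median 5.67) and 5.58 to 5.73 with CIN (median 5.66). Each array's median correlation with the others was 0.961 to 0.979. The 3 groups were compared pairwise with limma, and p values were adjusted by the Benjamini-Hochberg method. Tumors were implanted in both flanks, so some arrays can share a mouse. The fits treat all tumors as independent, so standard errors, confidence intervals and p values can be too small where they do. The number of arrays also limits the precision.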

Since our results suggest that both calcimimetics behave different, a genome-wide expression analysis was performed to compare human gene expression profile in AC-265347 and CIN-treated LA-N-1 xenografts. 

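CXCR4, a chemokine receptor, and PRDX2, a peroxidase, were among the transcripts higher with AC-265347 than with CIN, by a log2 fold change of 0.77 (SE 0.31) and 0.70 (SE 0.21). SEC31B, a component of the COPII vesicle coat, and PYGM, the muscle glycogen phosphorylase, were lower, at -0.59 (SE 0.18) and -0.58 (SE 0.17). The adjusted p of each of these 4 genes was 0.995 from limma. On the transcript clusters chosen by that contrast, average-linkage clustering on Pearson correlation placed the tumors CIN 9 and CIN 14 in 1 of 2 clusters, and the 8 AC-265347 tumors together with the other 6 CIN tumors in the other. When 4 clusters were drawn, the 8 AC-265347 tumors were alone in 1, 6 CIN tumors were alone in another, and CIN 9 and CIN 14 each stood apart. The cut at 2 clusters was set beforehand and the cut at 4 was not. Since the transcript clusters were chosen to differ between the same tumors, their separation is no evidence of a difference. With the same choice and 2 clusters, 43 of 100 splits of these arrays parted all 16 into their own groups. Over all transcript clusters, CIN 9 was split from the other 15 tumors, and the first principal component (17.4% of the variance) ordered 44 of the 64 pairs of an AC-265347 and a CIN tumor. With VEH tumors included, AC-265347 tumors scored -30.1 to 0.33 on the first component, CIN tumors -40.0 to 27.7 and VEH tumors -31.5 to 47.4. VEH tumors with label letters A to D reached from -31.5 to 41.8 and those with E to H from 18.6 to 47.4.

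**Figure D1:**
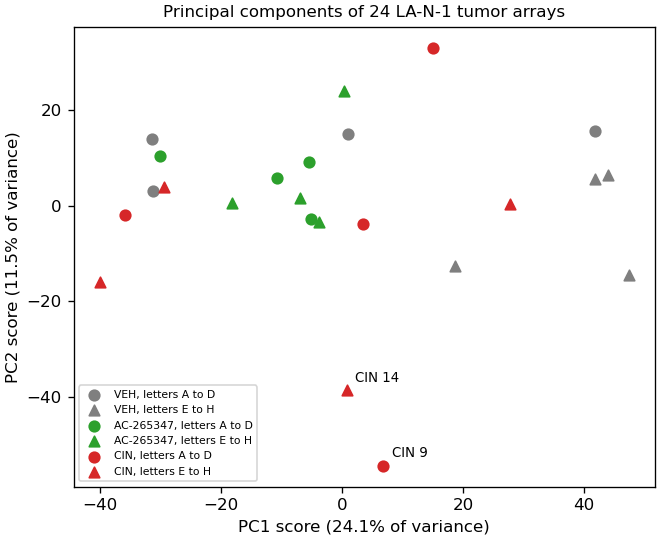
Scores of the 24 tumors on the first (24.1% of the variance) and second (11.5%) principal components of all transcript clusters. CIN 9 and CIN 14 lie apart at the bottom, and VEH tumors spread from -31.5 to 47.4 along the first component.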

A supervised hierarchical cluster analysis was performed (Figure 5A and Supplementary Figure S3A,B), showing two well differentiated groups (Figure 5A). 

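CTCFL, a cancer testis antigen and paralog of CTCF, was higher than in VEH tumors with AC-265347 (log2 fold change 1.09, SE 0.39, adjusted p = 0.347 from limma) and with CIN (1.29, SE 0.39, adjusted p = 0.27 from limma). CEP15, a centrosomal protein, was lower with AC-265347 (-0.76, SE 0.23) and with CIN (-0.91, SE 0.23). With AC-265347, TSPAN7, a neuronal tetraspanin, was higher by 0.97 (SE 0.23), SHISA5, a pro-apoptotic membrane protein, by 0.95 (SE 0.21) and the amino acid transporter SLC7A5 by 0.91 (SE 0.34), whereas the kinase STK17A was lower at -0.80 (SE 0.17). With CIN, the lectin CLEC18B had a log2 fold change of 1.07 (SE 0.18, adjusted p = 0.0647 from limma) and the synaptotagmin SYT6 one of 0.78 (SE 0.15, adjusted p = 0.0792 from limma). H2AC4, a replication-dependent histone, was lower with CIN at -0.98 (SE 0.19, adjusted p = 0.0792 from limma), as was RPA3, a subunit of the single-strand DNA binding complex, at -0.97 (SE 0.27). By limma, 0 transcript clusters passed an adjusted p of 0.05 in either comparison. With single tumors left out, 1 passed for AC-265347 without VEH 9 or AC-265347 16 and 2 without VEH 16, and for CIN 1 passed without VEH 17, VEH 18, AC-265347 16 or CIN 14 and 2 without CIN 8 or CIN 12. At an unadjusted p of 0.05, where 1045 are expected by chance, 2538 differed between AC-265347 and VEH (1299 higher, 1239 lower) and 2630 between CIN and VEH (1036 higher, 1594 lower). Of these, 1041 were shared, 407 higher and 634 lower with both drugs and 0 in opposite directions. Independent lists would share 319.5, with 64.4 higher and 94.5 lower with both drugs and the rest in opposite directions. Simulated unchanged groups, given the pooled spread of all 24 arrays and not that of VEH tumors, shared a median of 156.5. Since both comparisons use the same VEH tumors, some sharing arises from the controls, which also favors equal directions. When the VEH tumors were divided 4 and 4 between the comparisons, the median overlap was 211 and the median number in the same direction 188. That division also leaves fewer VEH tumors per comparison, with medians of 1634 and 1756 transcript clusters at an unadjusted p of 0.05, so its effect is not that of the shared controls alone. With only the 2 compared groups in the fit, the counts were 2874, 2006 and 889, and the exact Mann-Whitney test gave 2265, 1774 and 635. Weighting the arrays gave 3976, 3489 and 1965, with 3 and 0 past the adjusted threshold. A block for the tumor number, which does not pair the arrays, gave 1224, 1707 and 338, with 0 and 3 past it. For CIN, 1 also passed it with a block for the label set, 2 with trend and robust variances and 4 with a minimum mean signal of 5. Among label letters A to D alone, 625 differed with AC-265347, 1116 with CIN and 170 with both, against 3905, 4302 and 2358 among E to H, and the adjusted threshold was passed by 0 and 5 in A to D and by 5 and 0 in E to H. The overlap also moved when a single VEH tumor was left out, to 1979 without VEH 9, 2041 without VEH 10, 524 without VEH 11, 590 without VEH 14, 676 without VEH 16 and 638 without VEH 18.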

Low stringency analyses (*p* < 0.05) identified 2860 (AC-265347 vs. VEH) and 2010 (CIN vs. VEH) differentially expressed genes, of which 909 were common (Figure 5B). In this analysis, the cut-off point applied was *p* < 0.05 and absolute fold change >1. This approach identified only two genes that were upregulated by AC-265347 treatment, *Basonuclin-2* (*BNC2*) and *Neuronatin* (*NNAT*). 

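NNAT encodes neuronatin, a small membrane proteolipid from an imprinted gene of the developing brain, and is read by the transcript cluster TC2000007288.hg.1. Its mean log2 signal was 8.66 (SD 0.56, n = 8) with AC-265347, 7.19 (SD 0.73, n = 8) with CIN and 8.69 (SD 1.08, n = 8) in VEH tumors. The difference between AC-265347 and CIN was 1.47 (SE 0.36, 95% confidence interval 0.73 to 2.21, adjusted p = 0.846 from limma, unadjusted p = 0.000341), and the exact Mann-Whitney test gave an unadjusted p of 0.000311. Against VEH, NNAT was lower with CIN at -1.50 (adjusted p = 0.257 from limma) and differed by -0.03 with AC-265347 (adjusted p = 0.984 from limma). BNC2 encodes basonuclin 2, a zinc finger protein of the nucleus, read by TC0900009606.hg.1. Its mean was 4.99 (SD 1.03, n = 8) with AC-265347, 3.92 (SD 0.54, n = 8) with CIN and 4.73 (SD 0.77, n = 8) in VEH tumors. AC-265347 and CIN differed by 1.07 (SE 0.36, 95% confidence interval 0.34 to 1.79, adjusted p = 0.995 from limma, unadjusted p = 0.00564), and the exact Mann-Whitney test gave 0.0207. BNC2 was lower with CIN than in VEH tumors at -0.81 (adjusted p = 0.347 from limma), and its difference with AC-265347 was 0.25 (adjusted p = 0.805 from limma). The difference of BNC2 between CIN and VEH no longer passed an unadjusted p of 0.05 without VEH 9 (-0.75), VEH 10 (-0.70), VEH 11 (-0.73), VEH 12 (-0.69) or CIN 9 (-0.70), with array weights (-0.74), or without the 3 arrays of lowest control-probe separation (-0.70). Within label letters A to D, NNAT differed between the drugs by 1.70 and BNC2 by 0.71, and within E to H by 1.24 and 1.42. VEH tumors spread with the labels, since NNAT was 9.51 to 9.80 in letters A to D and 7.04 to 8.40 in E to H. CIN against VEH was accordingly -2.54 and -0.46 for NNAT, and -1.44 and -0.18 for BNC2, in A to D and E to H. AC-265347 against VEH had opposite signs in these sets, at -0.84 and 0.78 for NNAT and -0.73 and 1.23 for BNC2. The tumor AC-265347 17 had the highest BNC2 signal, 7.12, and without it the difference between the drugs was 0.76.

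**Figure D2:**
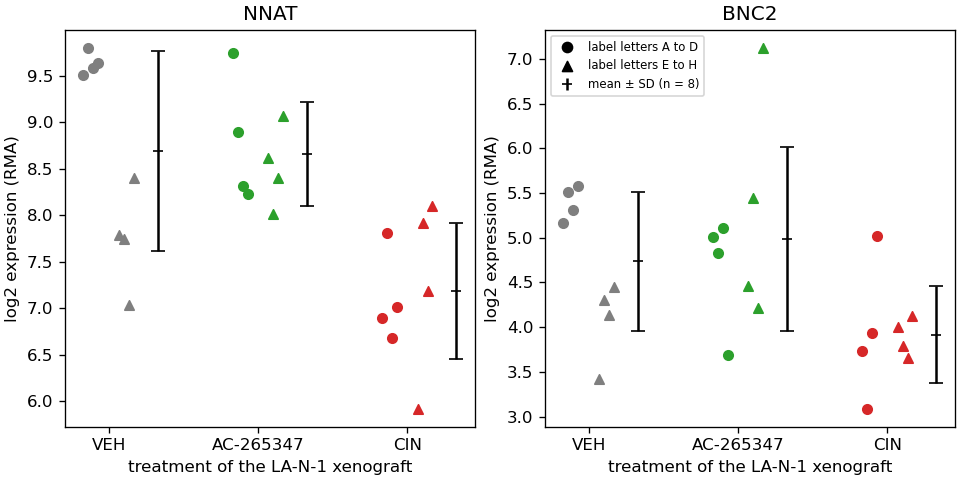
Log2 signal of NNAT and BNC2 in each tumor, with the mean and SD of each group. NNAT means were 8.69 in VEH, 8.66 with AC-265347 and 7.19 with CIN.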

Validation of microarray data and analysis of differentially expressed genes was conducted by RT-qPCR. The analysis included the two genes with the highest level of significance (*BNC2* and *NNAT*) (Figure 5C). 

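Higher with AC-265347 than with CIN were NFIB, a transcription factor of neural development, at a log2 fold change of 0.81 (SE 0.28), SYNGR2, a synaptogyrin of vesicle membranes, at 0.70 (SE 0.23), and the cytoplasmic actin ACTG1 at 0.67 (SE 0.28). C1QL1, a secreted ligand of synapse formation, was higher by 0.64 (SE 0.18), and PCIF1, which methylates the cap of mRNA, by 0.65 (SE 0.26). Lower were the olfactory receptor OR11L1 at -0.70 (SE 0.26), CLEC18B at -0.61 (SE 0.18), the tropomyosin TPM2 at -0.60 (SE 0.29) and the transcription factor ELF4 at -0.48 (SE 0.20). The adjusted p of each of these 9 genes was 0.995 from limma. In all, 687 transcript clusters passed an unadjusted p of 0.05 with a log2 fold change of at least 0.35, of which 292 were higher and 395 lower. The exact Mann-Whitney test with the same fold threshold gave 493, a block for the tumor number 1100, and a minimum mean signal of 5 left 356. Within label letters A to D the count was 775 and within E to H 921. Without CIN 8 it was 1115, with 474 higher and 641 lower.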

A second less restrictive analysis was performed (*p* < 0.05 and absolute fold change >0.35) and identified a gene profile encompassing 772 probes, corresponding to 340 upregulated and 432 downregulated transcripts.

To identify relevant biological processes that might be involved, Reactome enrichment analysis was performed. The most significant upregulated biological pathway induced by AC-265347 relates to RHO GTPases signaling. 

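Among G protein-coupled receptors, the olfactory receptor OR6B2 was lower with AC-265347 than with CIN at a log2 fold change of -0.56 (SE 0.14, adjusted p = 0.852 from limma), OR1N1 at -0.55 (SE 0.17) and the sweet and umami receptor subunit TAS1R3 at -0.58 (SE 0.18). NMUR2, the receptor of neuromedin U, was lower at -0.57 (SE 0.21) and GPR35, a receptor of kynurenic acid, at -0.43 (SE 0.15). ACKR3, which scavenges CXCL12, and the somatostatin receptor SSTR2 were higher, at 0.59 (SE 0.21) and 0.45 (SE 0.17). Further down the pathway, the G protein gamma subunit GNGT2 was lower at -0.38 (SE 0.16) and RASGRP3, which loads RAS with GTP, was higher at 0.45 (SE 0.19). Of 349 olfactory receptors, 13 were lower and 2 higher at an unadjusted p of 0.05 (median -0.07). Their camera test had an adjusted p of 0.00746 with the preset correlation and an adjusted p = 0.603 with an estimated correlation. The 28 taste and vomeronasal receptors had a median of -0.13, with an adjusted p of 0.0172 and an adjusted p = 0.541 with an estimated correlation. Other class A receptors (265 genes, 6 higher and 10 lower, median -0.04) had an adjusted p of 0.17, class B and C receptors (29 genes, median -0.07) 0.409, and G proteins and their effectors (116 genes, median 0.04) 0.273. In limma, 0 members of these 5 lists passed an adjusted p of 0.05, also when adjusted over the list alone. Within label letters A to D and E to H, olfactory receptors had an adjusted p of 0.0332 and 0.106, and taste and vomeronasal receptors 0.00274 and 0.691. Without the 3 arrays of lowest control-probe separation (VEH 16, CIN 14 and CIN 9) these lists had 0.852 and 0.141, and with the trend with gene span removed 0.0312 and 0.0629.

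**Figure D3:**
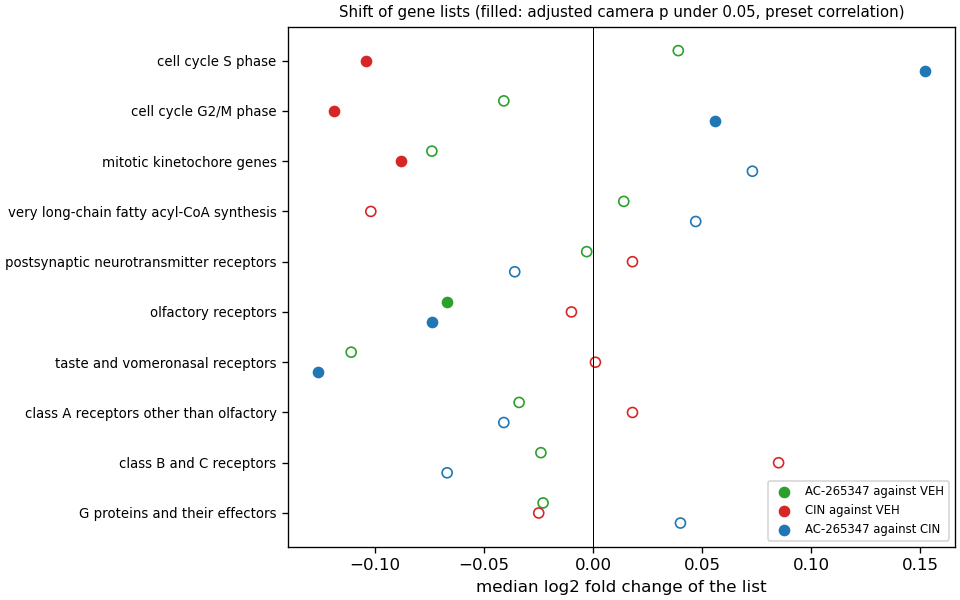
Median log2 fold change of gene lists in the 3 comparisons, with lists past an adjusted camera p of 0.05 at the preset correlation filled. Each of the filled lists was lost with an estimated correlation (adjusted camera p = 0.357 to 0.796). Olfactory receptors had a median of -0.07 between AC-265347 and CIN.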

Among downregulated genes, the most differentially expressed were involved in GPCR downstream signaling (Figure 5D).

## 3. Discussion

Refractory neuroblastoma represents a clinical challenge and novel therapeutic strategies are needed to change the outcome for the patients. Our group previously described that CIN, an allosteric modulator of CaSR, reduces NB tumor growth by promoting differentiation and ER-stress-mediated apoptosis [9]. However, clinical use of CIN is limited because it induces clinically significant hypocalcemia [12], likely resulting from both suppressed renal calcium reabsorption and calcitonin-mediated inhibition of bone resorption via CaSR activation in thyroid C-cells [13].

Different calcimimetics stabilize receptor conformations that regulate CaSR signaling towards distinct intracellular pathways, a phenomenon termed biased modulation [12]. The identification of allosteric modulators that bias CaSR receptors provides an opportunity to develop new drugs with desirable physiological responses. Hence, we sought to identify a new calcimimetic that biased CaSR signaling towards a distinct intracellular pathway, showing tumor suppression properties similar to CIN, without affecting plasma calcium levels. This work identifies a structurally distinct calcimimetic, AC-265347, shown to have a minor effect on plasma Ca^2+^ levels, while keeping a strong effect in vivo inhibiting PTH [14]. Furthermore, AC-265347 presents a promising therapeutic activity against NB.

We showed that exposure to AC-265347 did not significantly reduce plasma Ca^2+^ levels on healthy immunocompromised athymic nude mice, consistent with previously published data [14]. Notably, AC-265347 significantly inhibited tumor growth of LA-N-1 xenograft models, similar to CIN. Surprisingly, when we evaluated the effect of AC-265347 and CIN in two PDX models, only HSJD-NB-001 responded to both calcimimetics, suggesting a model-dependent response. In keeping with our data, high levels of CaSR correlated with sensitivity to calcimimetics. From the two PDX models included in this study, HSJD-NB-004 showed lower CaSR protein expression levels, limiting the effect of the calcimimetics. In both responsive animal models, tumor-growth inhibition came along with an upregulation of CaSR expression, corroborating previously published data, demonstrating that calcimimetics modulate both the expression and activity of CaSR [9,15,16]. This data would be clinically relevant, since most unfavorable NBs exhibit low levels of CaSR and increased expression is associated with differentiated, favorable, neuroblastic tumors [5].

Our first analyses, based on our previous findings, showed that AC-265347 exposure resulted in a more differentiated phenotype in both responsive animal models, similar to CIN. Quite unexpectedly, although the differentiation effect induced by both calcimimetics was similar, we could appreciate a different expression pattern of specific cell differentiation markers. While both calcimimetics induced upregulation of TrkA and NF68 in both animal models, downregulation of CD44 protein levels was observed only in CIN-exposed mice. High levels of TrkA and NF68 are associated with favorable outcome [17,18,19,20]. There have been controversies about the significance of CD44 expression in NB, and its relationship with tumor progression. However, most recently, a new report showed high expression of CD44 to be associated with lower survival, independent of MYCN amplification [21]. Accordingly, analysis of gene expression levels corroborated the differentiation effect, since upregulation of *S100B* and *TUBB3* was observed, showing a marked effect on CIN-treated tumors. S100*β* is involved in cell proliferation, survival and differentiation [22]. In NB, patients with S100*β* protein-positive cells had a more favorable outcome [23]. Expression of *CHD5*, the neuron-specific marker of outcome in NB [24,25], was increased only by CIN exposure. The different gene expression pattern associated to both calcimimetics suggests the activation of different signaling cascades. Alternatively, these results could be explained by distinct differentiation markers increasing at different times of the differentiation process [26]. Interestingly, in both responsive animal models, a moderate downregulation of *MYCN* was induced. High expression of *MYCN* correlates with high-risk disease and poor prognosis. Accordingly, differentiation of NB cells is associated with *MYCN* reduced expression [27,28]. Downregulation of *MYCN* was also reported in NB cells undergoing differentiation upon exposure to retinoids [29]. The differentiation effects of sustained in vitro exposure to calcimimetics reproduced, quite notably, the effects induced by these drugs in vivo, making clear that CIN and AC-265347 exerted their anti-tumorigenic activities via different mechanisms.

Apoptosis caused by endoplasmic reticulum stress can be induced by the accumulation of unfolded proteins, resulting from disrupted Ca^2+^-dependent chaperone function in the ER [30,31]. According to our previous reports, CIN triggered ER stress in LA-N-1 and HSJD-NB-001 xenograft models by up-regulating *RYR2*, the ryanodine receptor 2. RyR dysfunction shapes ER Ca^2+^ dynamics in pancreatic *β* cells and regulates both the unfolded protein response (UPR) activation and cell death [9,32]. As expected, ER stress was not induced by AC-265347. AC-265347 preferentially modulates pERK1/2 and IP1 accumulation over Ca^2+^ mobilization [12]. Moreover, AC-265347 may have a reduced propensity to cross cell membranes to pharmaco-chaperone misfolded receptors trapped in the ER and Golgi compartment, as previously described [12]. Since a decrease in tumor growth was observed, differentiation is suggested as the main effect of AC-265347 in NB tumors.

CTAs are a large family of tumor-associated antigens, considered ideal targets for immunotherapy, based on their tumor-restricted expression pattern, immunogenicity and putative role in oncogenesis [33]. AC-265347, as per our previously published data on the effect of CIN in the LA-N-1 xenograft models, significantly increased CTAs gene expression. Immunotherapies targeting specific CTAs have reached clinical development. A phase 1 study used an autologous CTA-specific dendritic cell vaccine combined with decitabine for the treatment of HR-NB patients and other pediatric tumors [34]. The effect induced by AC-265347 on CTAs expression could prime for CTA-based immunotherapies. On the other hand, in the LA-N-1 mouse model, a statistically significant *TGFB1* increase was induced by AC-265347. TGF*β* is a cytokine involved in both suppressive and inflammatory immune responses [35]. Recently it has been described that activation of CaSR induced the expression and secretion of anti-inflammatory cytokines in colon cancer cells overexpressing CaSR [36]. Understanding if calcimimetics modulate the expression of cytokines involved in the immune response against NB might contribute to potentiate future immunotherapy strategies.

Finally, a genome-wide expression analysis of the LA-N-1 mouse model was performed to shed light on the biased signaling and differentiation induction by both calcimimetics. 

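The smallest adjusted p between AC-265347 and CIN was 0.625 from limma, for SPMIP5, a protein of sperm microtubules, which was lower at a log2 fold change of -0.90 (SE 0.18) with AC-265347. MAFA, a transcription factor of insulin-producing cells, was higher by 0.74 (SE 0.17), the kinase BTK by 0.74 (SE 0.18) and EIF5A2, a translation factor, by 0.53 (SE 0.13), each with an adjusted p of 0.824 from limma. PCDHB9, a neural protocadherin, was higher by 0.64 (SE 0.16), and TNFSF4, the ligand OX40L, was lower at -0.60 (SE 0.15). By limma, 0 transcript clusters differed at an adjusted p of 0.05, and 957 did at an unadjusted p of 0.05 (426 higher and 531 lower with AC-265347), where 1045 are expected by chance. The exact Mann-Whitney test gave 0 and 1011, array weights 0 and 1143, and limma with trend and robust variances 0 and 942. Label letters A to D alone gave 0 and 778 and E to H alone 0 and 924. Without CIN 8 the unadjusted count was 1508.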

As expected, no differences were observed at a restrictive threshold, suggesting that both treatments differ minimally in their molecular mechanism of action. Only two genes were differentially expressed, *NNAT* and *BNC2*. *NNAT* is an imprinted gene described to be upregulated in the IMR32 NB cell line after treatment with demethylating agents, inducing changes in cell morphology (extension of neural processes), suggesting cell differentiation. Moreover, high expression of NNAT was associated with good prognosis in NB [37]. In contrast, the literature is scarce about BNC2. Published data suggest that BNC2 could be an activator of a subset of interferon-regulated genes and might thereby act as a tumor suppressor gene [38]. Further analysis should be performed to explain the role of NNAT and BNC2 in AC-255347-promoting NB cell differentiation. 

Pathway enrichment analysis, applying less restrictive conditions, showed mechanistic insights. In keeping with our previous results and the published literature, we observed that CIN-enhanced biased calcium signaling pathways [8,9,12]. Conversely, AC-265347 biased to signaling by Rho GTPases. 

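CACNA1B and CACNA1D, which encode voltage-gated calcium channels, were higher with CIN than in VEH tumors, at log2 fold changes of 0.65 (SE 0.23) and 0.41 (SE 0.17). The sodium-calcium exchanger SLC8A1 and the phospholipase PLCB4 were lower, at -0.47 (SE 0.17) and -0.37 (SE 0.15). With AC-265347, CACNA1D was higher by 0.47 (SE 0.17) and the kinase CAMK4 was lower at -0.35 (SE 0.12). Between the drugs, the inositol trisphosphate receptor ITPR1 was lower with AC-265347 at -0.47 (SE 0.20), and the calcium buffer CALB1 was higher at 0.58 (SE 0.27). Of 72 calcium signaling genes, 4 were higher and 3 lower at an unadjusted p of 0.05 with CIN (median 0.02), 4 and 3 with AC-265347 (median -0.01, mean 0.03), and 3 and 1 between the drugs (median -0.01). The test of the list by camera had an adjusted p of 0.53 for CIN, 0.61 for AC-265347, where its direction followed the mean and not the median, and 0.945 between the drugs. In limma, 0 of the 72 passed an adjusted p of 0.05, also when adjusted over the list alone. For CIN against VEH the adjusted p of the list was 0.93 in label letters A to D and 0.484 in E to H.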

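SPRY1, a feedback inhibitor that ERK signaling induces, was higher than in VEH tumors with AC-265347 by a log2 fold change of 0.68 (SE 0.17) and with CIN by 0.43 (SE 0.17). The immediate early genes JUN, IER2 and KLF6 were higher with AC-265347 by 0.40 (SE 0.14), 0.50 (SE 0.18) and 0.39 (SE 0.15). ETV5, a transcriptional target of ERK, was higher with CIN by 0.46 (SE 0.18), and the nuclear receptor NR4A2 was lower at -0.48 (SE 0.23). DUSP1 and DUSP4, phosphatases that act on MAP kinases, were higher with AC-265347 than with CIN by 0.55 (SE 0.16) and 0.42 (SE 0.21), and the synaptic gene ARC was lower at -0.43 (SE 0.18). Of 34 ERK feedback and immediate early genes, 7 were higher and 0 lower with AC-265347 at an unadjusted p of 0.05 (median 0.08). In limma, 0 passed an adjusted p of 0.05, and 1 was higher when adjusted over the list alone. Tested by camera, the list had an adjusted p of 0.0296 with AC-265347 and an adjusted p = 0.648 with an estimated correlation. Among label letters A to D alone this was 0.019 from camera, and among E to H alone 0.234. For CIN, 3 were higher and 1 lower (median 0.06, adjusted p = 0.254), and between the drugs 2 and 1 (median 0.05, adjusted p = 0.213, and 0.0122 among label letters A to D alone). Arrays measure transcript, not phosphorylation of ERK1/2.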

AC-265347, unlike CIN, favored the ERK1/2 phosphorylation pathway that regulates a wide variety of cellular processes, including cell proliferation, migration and differentiation [39]. Phosphorylation of ERK1/2 is key in the process of neurite outgrowth of neurons [40]. Moreover, cell differentiation induced by retinoic acid is driven by the activation of RhoA and the downstream MAPK signaling pathways [41]. Our results suggest that AC-265347 could have a differential effect on ERK1/2 phosphorylation and RhoA activation, explaining the anti-tumorigenic potential of this calcimimetic. Further studies will be necessary to establish whether RhoA activation is involved in the AC-265347 differentiation effect in NB. 

Finally, AC-265347 and CIN activate different Gα-protein subunits, leading to activation of different signaling cascades in HEK293 cells overexpressing CaSR [42]. Our results clearly showed that activation of CaSR by both calcimimetics induced different signaling cascades, suggesting different anti-tumorigenic pathways in NB. 

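Outside the signaling lists, the replication gene GINS2, part of the replicative helicase, had a log2 fold change of 0.42 (SE 0.16) between AC-265347 and CIN. The helicase subunit MCM2 had 0.33 (SE 0.14) and the sliding clamp PCNA 0.30 (SE 0.12). Of 39 S phase genes, 7 were higher and 0 lower at an unadjusted p of 0.05 (median 0.15). Camera gave them an adjusted p of 1.45e-06, which was an adjusted p = 0.357 with an estimated correlation, and 1.58e-05 and 0.0408 within label letters A to D and E to H. The sterol enzymes EBP and SQLE were higher by 0.45 (SE 0.14) and 0.35 (SE 0.16), and 4 of 19 cholesterol synthesis genes were higher and 0 lower (median 0.21). Their adjusted p was 8.42e-05, an adjusted p = 0.204 with an estimated correlation, and 0.262 and 3.55e-05 within letters A to D and E to H. ATP5MF, a subunit of ATP synthase, and NDUFS6 of respiratory complex I were higher by 0.50 (SE 0.15) and 0.43 (SE 0.13), and 5 of 65 respiratory chain genes were higher and 0 lower (median 0.16). This list had an adjusted p of 1.63e-06, an adjusted p = 0.603 with an estimated correlation, and 0.00628 and 4.06e-05 within the same letters. In limma, 0 members of these 3 lists passed an adjusted p of 0.05, also when adjusted over the list alone. As many lists as the 9 called between the drugs were called in 12 of 100 splits of the 16 arrays, the real one included, so chance is not excluded. The paper states that activation of CaSR by AC-265347 and CIN induced different signaling cascades, and proposes different anti-tumorigenic pathways in neuroblastoma.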

Future studies should focus on understanding the molecular mechanisms behind the anti-tumorigenic effect of AC-265347 coupled to Gα-protein in this cellular context.

Taken together, this study highlights the importance of biased allosteric modulation when targeting GPCRs in cancer. We identified a new calcimimetic with anti-tumoral properties, without causing clinically significant hypocalcemia. The capacity of this calcimimetic to promote the differentiation of malignant NB cells provides new opportunities, alone or in combination with other drugs, for the treatment of high-risk NB.

## 4. Material and Methods

### 4.1. Cell Lines

Neuroblastoma cell lines LA-N-1, IMR5, SH-SY5Y, SK-N-JD and SK-N-LP were obtained from the repository at the Institut de Recerca Hospital Sant Joan de Déu (Barcelona, Spain). Cells were grown in Roswell Park Memorial Institute (RPMI)-1640 medium supplemented with 10% fetal bovine serum (Invitrogen, Carlsbad, CA, USA), 2 mM L-glutamine, penicillin (100 U/mL) and streptomycin (100 μg/mL), at 37 °C and 5%. Mycoplasma polymerase chain reaction (PCR) tests were performed monthly. Characterization of neuroblastoma cell lines included analysis of *MYCN* amplification [6], *TP53* sequence and authentication by STR profiles. 

### 4.2. Reagents

Cinacalcet (CIN) was obtained from Selleckchem (Houston, TX, USA). Stock solutions were prepared in DMSO and stored at −80 °C. For in vivo studies, CIN was prepared from Mimpara^®®^ tablets (Amgen, CA, USA), homogenized using a mortar and reconstituted as described [9]. AC-265347 was obtained from Sigma-Aldrich (St Louis, MO, USA) and stock solutions were prepared in DMSO. For animal studies AC-265347 was reconstituted with 5% DMSO and 90% PEG400 (Sigma-Aldrich) to a final concentration of 20 mg/mL. 

### 4.3. Cell Viability Assays

NB cells (1000–2500) were seeded into 96-well plates, six replicate wells for each line and condition. Concentrations ranging from 200 μM to 0.78 μM of AC-265347 or CIN were added 24 h after seeding. IC_50_ (drug concentrations achieving 50% decrease in cell viability) was quantified with CellTiter 96^®®^ Aqueous Non-Radioactive Cell Proliferation Assay (Promega, WI, USA) following the manufacturer’s protocol at indicated times. Absorbance measured at 490 nm using a TECAN INFINITE FNano + (Männedorf, Switzerland) was directly proportional to the number of living cells in each well. The IC_50_ was calculated at 72 h using GraphPad Prism software, version 7.01 for windows (GraphPad Software, San Diego, CA, USA).

### 4.4. Apoptosis Assays

LA-N-1 and IMR5 (5 × 10^5^) cells were cultured in 6-well plates and treated with either 1 μM of AC-265347 or CIN and allowed to grow for 48 h. Then, cells were collected and resuspended in 50 μL of Annexin Ca^2+^ buffer containing 5% Pacific Blue Annexin V and 1% SYTOX^®®^ Green (Invitrogen) and incubated at RT for 20 min. Next, cells were washed with 200 μL of Annexin V buffer. Cell acquisition was performed in Novocyte Flow cytometer and analyzed with the NovoExpress (ACEA Biosciences, San Diego, CA, USA). Analysis of flow cytometry data was performed using FlowJo (Becton, Dickinson & Company, Franklin Lakes, NJ, USA). 

### 4.5. RNA Extraction and Quantitative RT-PCR

Cell cultures were harvested and total RNA was extracted using TRI Reagent (Invitrogen) according to the manufacturer’s instructions. Total RNA (1 μg) was reverse transcribed and qPCRs were carried out as previously described [5,6]. Real-time PCR runs were performed in a 7500 SDS system using gene-specific Assays on Demand and Taqman Universal PCR Master Mix, or specific primers (Supplementary Table S1) and SYBRGreen (Applied Biosystems, Forster City, CA, USA). Relative expression levels were calculated as previously described [9].

### 4.6. Immunoblots

Cells were harvested and cell pellets resuspended in radioimmunoprecipitation (RIPA) buffer (10 mM Tris-HCl pH 6.8, 1 mM EDTA, 150 mM NaCl, 1% SDS (all Sigma-Aldrich)) complemented with a protease inhibitors cocktail (Roche, Basel, Switzerland). Proteins (50–75 µg) were electrophoresed in 8–15% SDS-PAGE and transferred onto nitrocellulose membranes. Primary antibodies (TrKA (Santa Cruz, CA, USA), NF68 (Thermofisher, MA, USA), CaSR and PARP (Abcam, Cambridge, UK), cleaved-PARP (Cell Signaling Technologies, Danvers, MA, USA) and alpha-Tubulin (Sigma-Aldrich)), were incubated overnight, followed by secondary antibody incubation IRDye680RD goat anti-mouse IgG (Li-COR #926-68070) or IRDye800CW goat anti-rabbit IgG (Li-COR#926-32211). Blots were visualized and quantified using Li-COR Odyssey system (Li-COR Biosciences, Lincoln, NE, USA).

### 4.7. Histology and Immunohistochemistry (IHC)

Sections from formalin-fixed, paraffin-embedded tissues (4 μm) were stained with hematoxylin-eosin (H&E) or processed for immunohistochemistry to analyze Ki67, CaSR, CD44, TrkA or NF68 protein expression as described [9]. Stained slides were scanned using an Axio Imager Z2 (Zeiss) attached to a tissue cytometer TissueFAXS (TissueGnostics, Vienna, Austria) using an EC-Plan Neofluar 20×/0.5 objective. Acquisition of the whole tumor area was done automatically with the acquisition of 5 × 5 mm fields of view (FOVs). Stitching between each FOV was done automatically. Quantification of IHC was done using StrataQuest software (TissueGnostics) by detecting positive DAG signal. Briefly, percentage of positively stained areas was recorded, as an alternative to individual cells. After color segmentation (separation of blue and brown signals), the image was converted to black and white to improve differentiation of color intensities. To avoid recording unspecific binding of antibodies to necrotic areas, the algorithm differentiates between high-, medium- and low-intensity signals (the intensity criteria were defined by the user for each IHC antibody). Medium- and low-intensity areas were used to quantify the positive signal for each tumor. Percentage of positive signal was calculated as follows: (“Medium-intensity area” + “Low-intensity area”)/“Total tissue area”. 

### 4.8. Mouse Xenograft Models and Calcemia Study

Four to six-week female Athymic nude-Fox1 nu/nu mice (Charles River Wilmigton, MA, USA) were subcutaneously injected with 7.5 × 10^6^ LA-N-1 cells resuspended in PBS: Matrigel (Becton Dickinson, Flanklin Lakes, NJ, USA) in both flanks of the mouse. Low-passage (p2) PDX models HSJD-NB-001 and HSJD-NB-004, both *MYCN-A* and *TP53* mutated, were generated as previously described [43]. Tumor size was measured using a caliper three times per week. Tumor volume (V) was calculated with the formula: V = (L × W^2^)/2, where L is the length and W is the width of a xenograft. When tumors reached a volume of 175 mm^3^ animals were randomized in three groups to receive CIN, AC-265347 or its vehicle by oral gavage, 5 days per week. Tumors were excised when volume reached 1500 mm^3^. For calcemia study, healthy mice were treated and blood samples were collected from tail vein 4 h after drug administration. Total Ca^2+^ levels were measured once per week using an EPOC reader (Alere Healthcare, MA, USA). For PDX generation, written informed consent was obtained from patients/parents/legal guardians and procedures were approved by the Institutional Review Boards. All animal experiments were carried out under procedures approved by the Institutional Animal Research Ethics Committee and followed European Guidelines (EU directive 2010/63/EU). 

### 4.9. Microarray Processing and Analysis

Total RNA was extracted from 8 tumor xenografts exposed to CIN, AC-265347 or their vehicle. Genome-wide expression analysis was performed using Affymetrix Clarion^TM^ S Assay for human samples (Affymetrix, Santa Cruz, CA, USA) following manufacturer’s protocol. Microarrays data were analyzed as previously described [9]. Differentially expressed genes (*p* value ≤ 0.05 and LogFC ≥ 1) obtained from comparing eight tumors of each treatment group were used for a gene enrichment analysis against the Gene Ontology using Enrichr [44,45]. A less restrictive gene set (*p* value ≤ 0.05 and LogFC ≥ 0.35) was also conducted using Enrichr analysis. Microarray data have been deposited in the Gene Expression Omnibus database (Accession number GSE195577).

### 4.10. Statistical Analysis

All statistical analysis was done using GraphPad Prism, version 7.01 for windows (GraphPad Software) Statistical analysis between two groups was calculated using a Mann–Whitney test, a one-way ANOVA with a Dunn’s correction test was used when three or more groups were compared. EFS survival curves were compared using Log-rank statistics with a Bonferroni correction test for multiple comparisons, significance was considered when *p* < 0.05. Gene expression analysis and IHC quantifications from mouse xenograft models were compared using one-way ANOVA with a Dunn’s post-correction test for multiple comparisons.

## Figures and Tables

**Figure 1:**
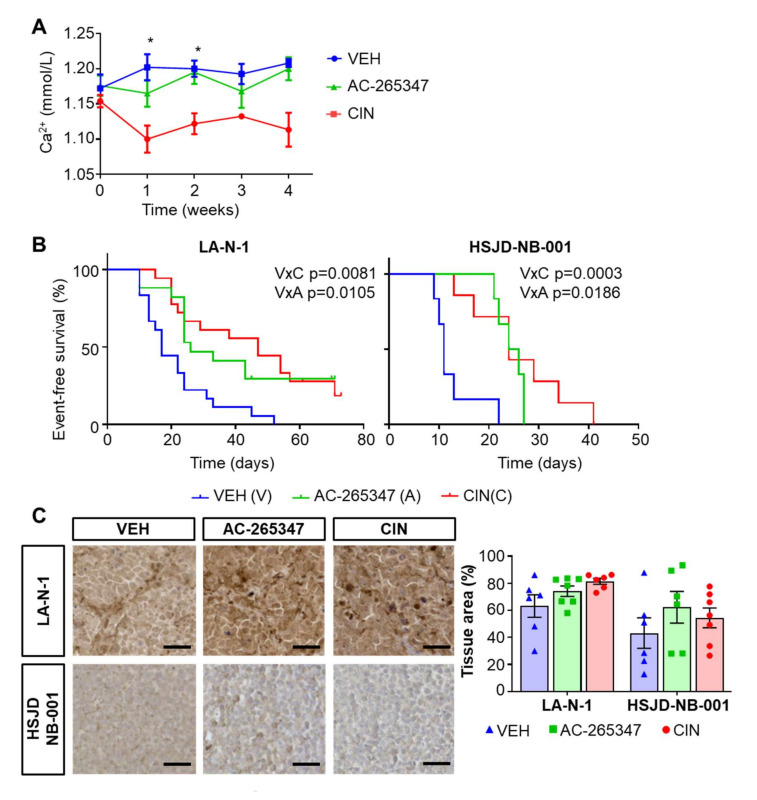
AC-265347 delays NB tumor growth while maintaining plasma calcium levels. (**A**) Healthy athymic mice were treated with 10 mg/kg of AC-265347, CIN or their vehicle (*n* = 5). Blood samples were collected from tail vein and ionised plasma calcium concentration (mmol/L) was measured weekly. Each point represents mean ± SEM of each group. Statistical significance was calculated using One-way ANOVA with Dunn’s correction. * *p* < 0.005. (**B**) Event-free survival (EFS) rates of mice bearing LA-N-1 xenografts (*n* = 17) or HSJD-NB-001 (*n* = 6) treated with 10 mg/kg of AC-265347, CIN or their vehicle. Log-rank statistics with a Bonferroni correction test was used to compare statistical significance between groups (LA-N-1: *p* = 0.0186, VEH vs. AC-265347; *p* = 0.0003, VEH vs. CIN; *p* = 1, CIN vs. AC-265347; HSJ-NB-001: *p* = 0.0105, VEH vs. AC-265347; *p* = 0.0081, VEH vs. CIN; *p* = 1, CIN vs. AC-265347). (**C**) Left: Formalin-fixed, paraffin-embedded sections of LA-N-1 and HSJD-NB-001 tumors exposed to treatment were stained with anti-CaSR. Right: Images were acquired with TissueFAXS at ×20 magnification and percentage of positive area per tumor was quantified using STRATA Quest. Statistical analysis between groups was calculated using a Mann–Whitney test (*p* > 0.05 for all the comparisons). Each symbol represents an individual tumor and bars represent mean ± SEM. Scale represents 100 µm.

**Figure 2:**
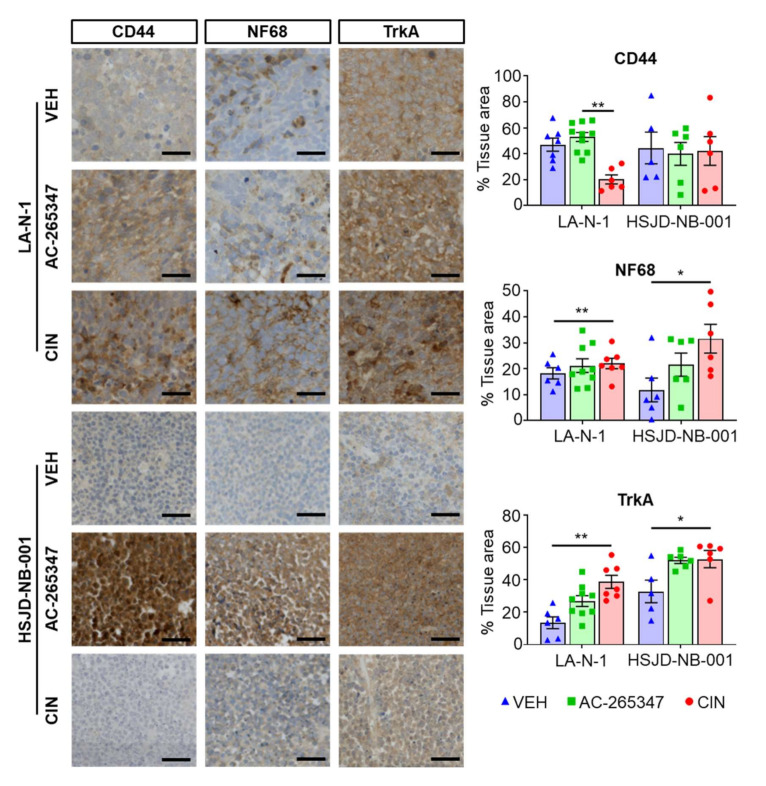
Expression of NB differentiation markers is increased by exposure to calcimimetics. (**Left**) Immunohistochemistry performed with anti-CD44, anti-NF68 and anti-TrkA antibodies in sections of LA-N-1 and HSJD-NB-001 tumors exposed to calcimimetics or vehicle. (**Right**) Whole tumor scan was acquired with TissueFAXS at ×20 magnification and percentage of positive area per tumor was quantified using STRATA Quest. Each symbol represents an individual tumor and lines represent mean ± SD. Significance was calculated using One-way ANOVE using a Dunn’s correction test. * *p* < 0.05, ** *p* < 0.01. Scale represents 100 µm.

**Figure 3:**
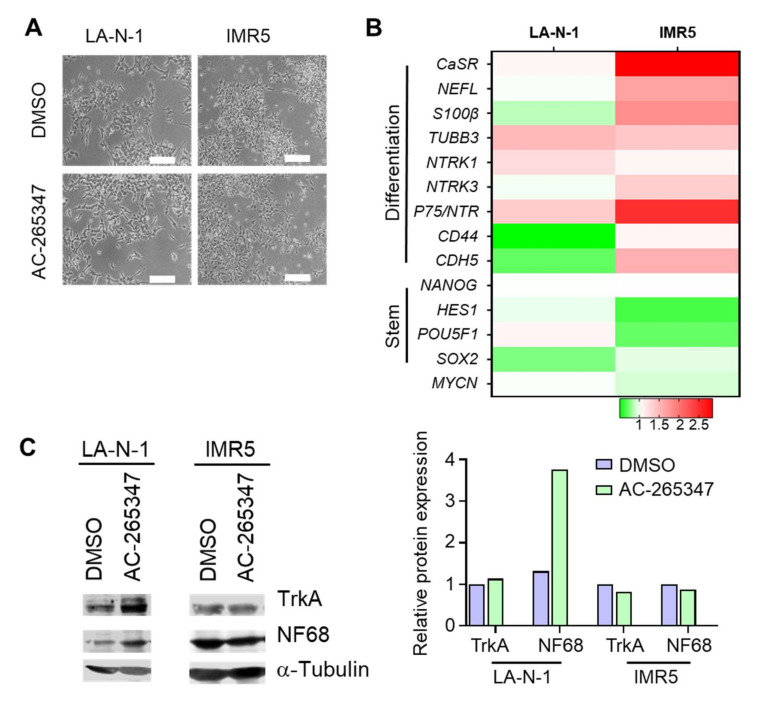
NB cell lines respond differently to chronic exposure to AC-265347. (**A**) Microphotography of LA-N-1 and IMR5 cells treated for 14 days with 1µM of AC-265347 or their vehicle (DMSO). Scale bar represents 500 px. (**B**) Heat-map comparing gene expression patterns in NB cells treated for 14 days with 1 µM of AC-265347. Three independent experiments were performed. Statistical significance was calculated using one-way ANOVA with Dunn’s correction test. (**C**) Left: Immunoblot of TrkA, NF68 and α-Tubulin of LA-N-1 and IMR5 cells exposed to AC265347 for 14 days. Right: Quantification of immunoblots was done using ImageJ and bars represent band intensity relative to α-Tubulin.

**Figure 4:**
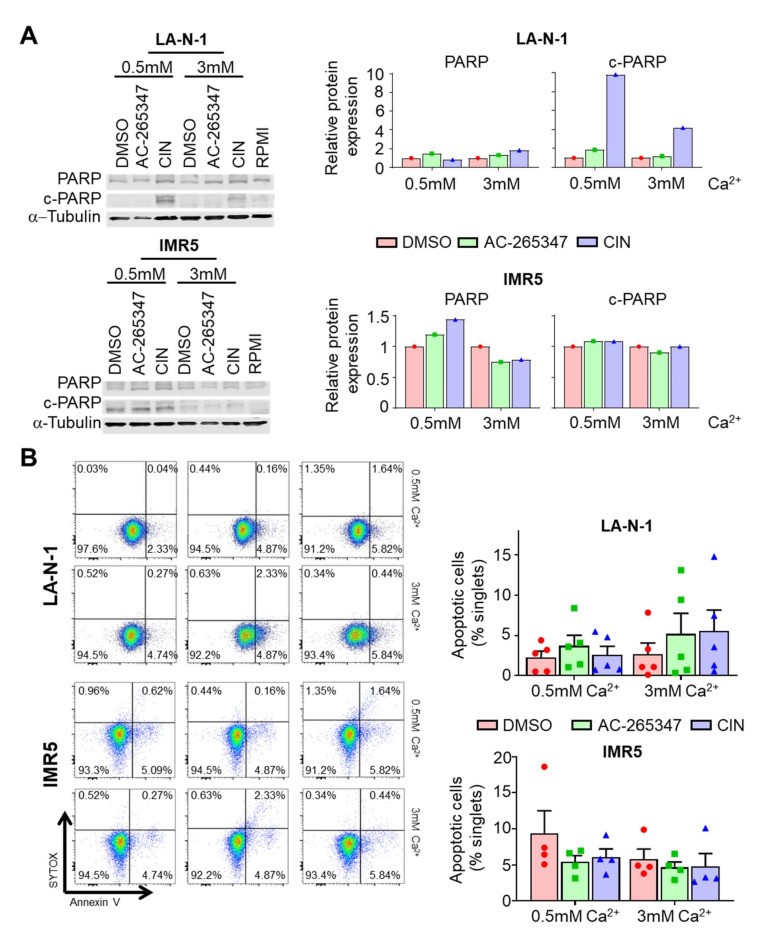
Acute exposure to AC-265347 differently affects NB cells. (**A**) Left: Immunoblot of cleaved-Parp (c-Parp) and full-length PARP (PARP) from LA-N-1 and IMR5 cells exposed to 1µM of AC-265347, CIN or vehicle (DMSO) in the presence of 0.5 or 3 mM of CaCl_2_, for 24 h. Right: Quantification of immunoblots; bars represent band intensity relative to α-tubulin. (**B**) Left: IMR5 and LA-N-1 cells were stained with SYTOX and Annexin V after a 16-h exposure to 1µM of CIN, AC-265347 or their vehicle (DMSO) in the presence of 0.5 or 3 mM of CaCl_2_. Right: Annexin V positive cells in each treatment were quantified by flow cytometry. Statistical analysis between groups was calculated using a Mann–Whitney test (*p* > 0.05 for all the comparisons). Each symbol represents an individual experiment and bar represents mean + SEM.

**Figure 5:**
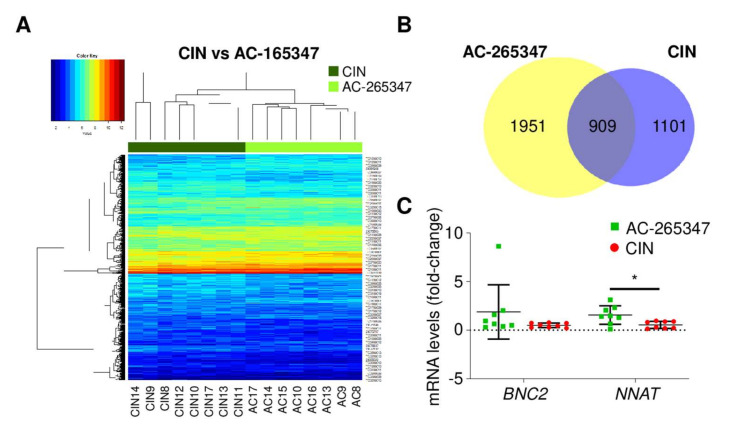

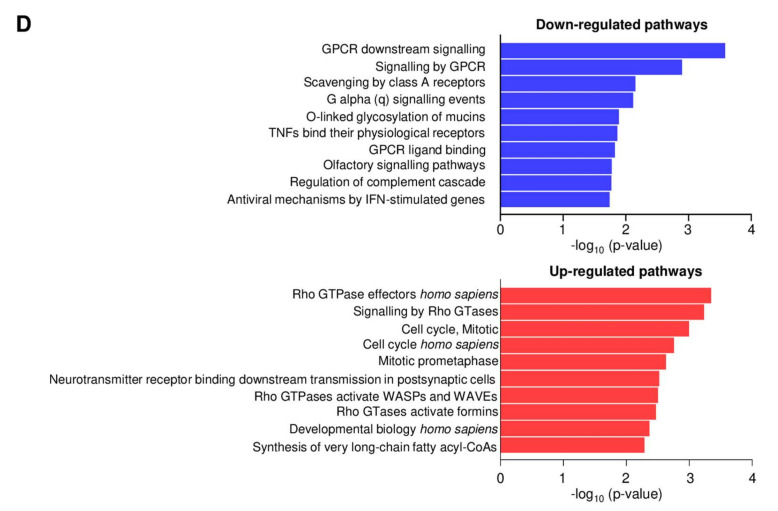
Genome-wide expression analyses of AC-265447 and CIN-treated neuroblastoma xenografts reveal biased signaling by both calcimimetics. (**A**) Hierarchical clustering comparing gene expression pattern in LA-N-1 xenografts exposed to AC-265347 or CIN. These were the eight tumors exposed for the longest time to the drugs. (**B**) Venn diagrams for AC-265347 and CIN differential expressed genes in LA-N-1 xenografts exposed to these calcimimetics. Each diagram contains the number of genes represented. Common genes are represented in dark shading. (**C**) Relative expression of *NNAT* and *BNC2* mRNA in AC-265347 and CIN-treated LA-N-1 tumors. Statistical significance was calculated using two-tailed Mann–Whitney *U* test to compare all AC-265347 and CIN xenografts. * *p* < 0.05. (**D**) Most significantly enriched terms in LA-N-1 xenografts exposed to calcimimetics. Blue color indicates downregulated and red upregulated gene sets.

**Table 1:** Gene expression analyses of neuroblastoma xenografts following AC-265347 and CIN treatment conducted by RT-qPCR.

		LA-N-1		HSJD-NB001	
		AC-265347	CIN	AC-265347	CIN
Differentiation	*CASR*	2.51	2.21	17.33	15.46
	*NEFL*	1.47	2.31	1.23	1.98
	*NTRK1*	1.76	3.67	0.69	0.9
	*NTRK2*	1.25	1.81	1.12	0.95
	*S100B*	1.31	1.51	1.23	1.98
	*TUBB3*	1.41	5.24	0.94	0.82
	*CHD5*	1.1	11.91	1.5	1.07
	*MYCN*	1	0.93	0.68	0.9
Ca^2+^ signaling	*TGFB1*	1.56	1.44	0.44	0.92
	*RYR*	1.15	2.26	1.16	1.75
ER-stress	*CHOP*	0.78	1.58	1.18	1.14
	*BID*	0.91	2.15	1.31	0.87
CTAs	*CTCFL*	1.9	2.47	1.22	1
	*GAGE12J*	3.56	9.9	0.32	0.13
	*MAGEA2*	1.01	0.98	0.92	0.45
	*MAGEA3*	1.16	2.86	3.5	0.49
	*MAGEA6*	1.4	2.48	2.36	0.43
	*NY-ESO-1*	1.68	5.24	1.32	0.43
	*SSX4/4B*	3.05	10.64	2.76	0.69
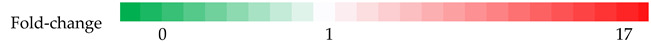					

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23084323/s1.

# Supplementary material for: AC-265347 Inhibits Neuroblastoma Tumor Growth by Induction of Differentiation without Causing Hypocalcemia
**Source:** Int J Mol Sci. 2022 Apr 13;23(8):4323. doi: 10.3390/ijms23084323
**Supplement:** Supplementary file 1

Supplementary Materials

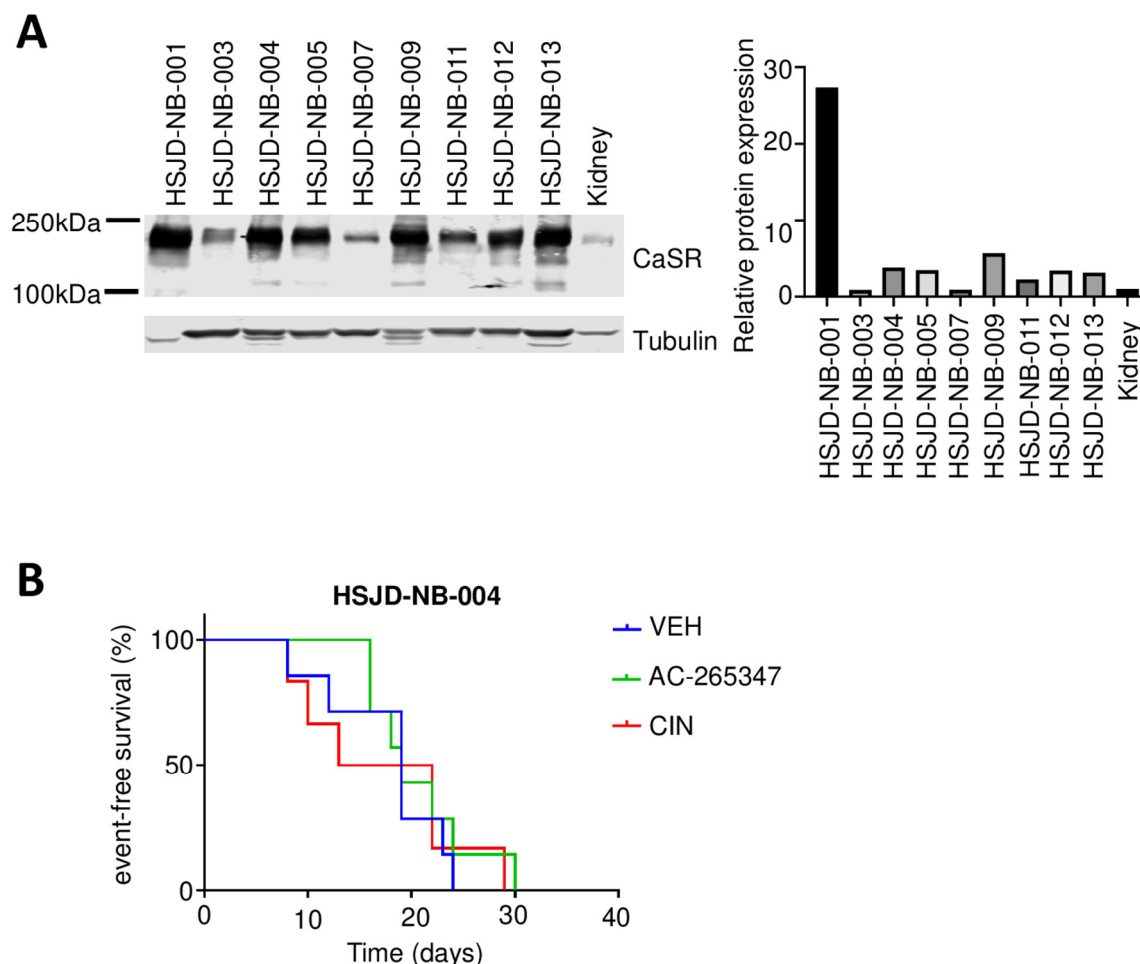

Figure S1. CaSR protein expression levels limits the effect of the calcimimetics. **A**– Right: Immunoblot showing CaSR expression levels of NB PDX models generated by our group. Left: Bands intensity was quantified relative to α -tubulin. **B**– EFS curves of mice bearing HSJD-NB-004 exposed to 10mg/kg of AC-265347, CIN or their vehicle (n=8). Log-rank statistics with Bonferroni’s correction test was used to compare statistical significances between treatment groups (p=1 for all comparisons).

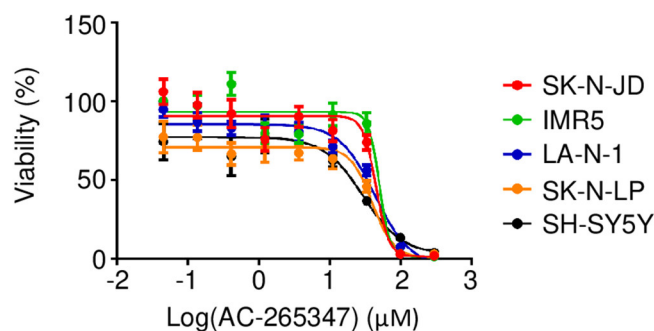

Figure S2. AC-265347 does not exert a cytotoxic effect on NB cell lines. Indicated neuroblastoma cell lines were treated with consecutive lower concentration of AC-265347 (starting at 200 μ M) to evaluate cytotoxic activity. Each point represents mean $\pm$ SEM of six technical replicates and IC₅₀ was calculated using GraphPad.

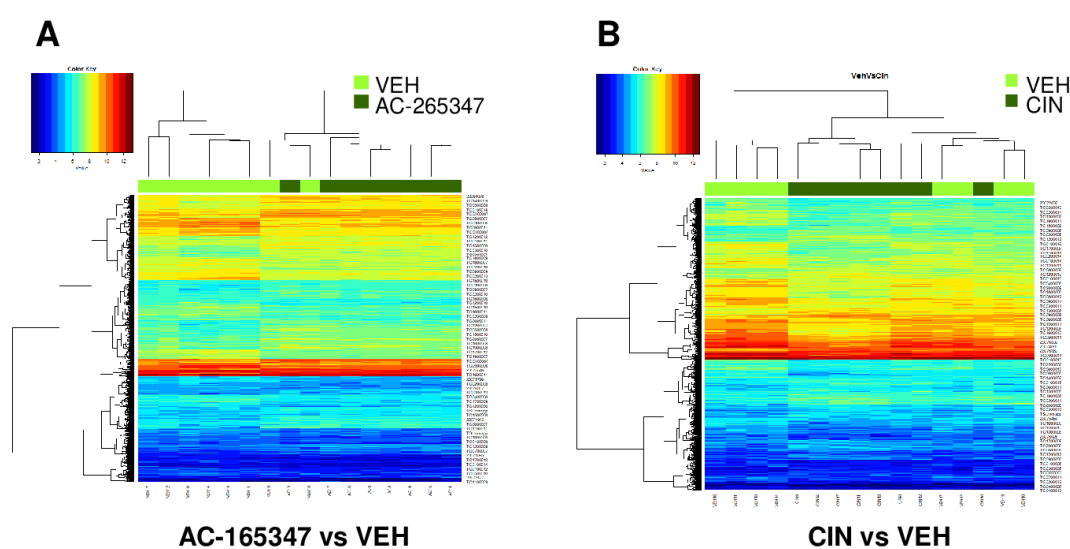

Figure S3. Genome-wide expression analyses of AC-265347, CIN and Vehicle treated neuroblastoma xenografts. Hierarchical clustering of gene expression pattern in LA-N-1 xenografts models exposed to **A**– AC-265347 and **B**– CIN compared to Vehicle treated mice. These were the eight tumors exposed for the longest time to the drugs.

Table S1. Primers and Taqman probes used for genes expression analysis.

Gene	Assays on Demand	Forward	Reverse
<i>BID</i>	-	CTTAGCCAGAAATGGGATG	AGTCACAGCTATCTTCCAG
<i>CASR</i>	Hs01047795_m1	-	-
<i>CD44</i>	Hs01075861_m1	-	-
<i>CDH5</i>	-	CCACAACGAGGGCATCATCA	GAGGTCGATGGTGGGGTCTG
<i>CHOP</i>	Hs99999172_m1	-	-
<i>CTCF</i>	-	GCACGGAAAAGCGACCTACG	TGAGGGCATAGCGTTCATGG
<i>GAGE-P1</i>	-	GCAGCTGCTCAGGAGGGAGA	TGTGGGTGACCCTGTTCTCTG
<i>GAGE-P2</i>	-	GGCCGAAGCCTGAAGCTCAT	ATTGCGGGTCCATCTCTCT
<i>GAGE-P3</i>	-	GAGGGAGCATCTGCAGGTCAA	CCTGCCCATCAGGACCATCT
<i>HES1</i>	-	-	-
<i>MAGE-A2</i>	-	AACCAGGCAGTGAGGCCTTG	AGCCTGTCCCCCTCAGAACC

**MAGE-A3**	-	AAGGTGGCCGAGTTGGTTCA	ACTGCCAATTTCCGACGACA
**MAGE-A6**	-	CGGGGATCCCAAGAAGCTG	TTTCAATGAGGGGCCCTTGGA
**MYCN**	Hs00232074_m1	-	-
**NANOG**	-		
**NEFL**	Hs00196245_m1	-	-
**NTRK1**	Hs01021011_m1	GACGCTTCGTGTTTCAGCTCGCG	CTCGGTTGAGCGTTCTTGC
**NTRK3**	Hs00176797_m1		
**NY-ESO-1**	-	TGCTTGAGTTCTACCTCGCCAT	GCTCCTGCGGGGCCAG
**POU5F1**	-		
**p75/NTR**	Hs00609977_m1	-	
**RYR**	-	GCTCAAGGTGGTGGTCATCG	TTGAAGACCGGGAGGTGGAC
**S100-B**	Hs00902901_m1	-	
**SOX2**	-		-
**SSX4/4B**	-	CACCCTCCACCTTTTCATGC	GGACGTTCAACCTGATTCTGT<br>G
**TBP**	-	GAACATCATGGATCAGAACAAC<br>AG	ATTGGTGTCTCTGAATAGGCTGT<br>G
**TGFβ1**	-	CTGGAGAGGGCCCAGCATCT	CGCACGCAGCAGTTCTTCTC
**TUBB3**	Hs00801390_m1	-	-

How the deposited data were processed for this re-analysis (not part of the article)

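Gene expression was measured in 24 LA-N-1 xenograft tumors on human Clariom S arrays, with 8 tumors each from mice given AC-265347 at 10 mg/kg, CIN at 10 mg/kg or vehicle (VEH). Groups were taken from the sample labels. Section 2.3 and the legend of Figure 5 describe the tumors as the 8 exposed for the longest time. Tumors were implanted in both flanks, and the labels do not say which tumors came from the same mouse. No block for the mouse could therefore be fitted, and all tumors were treated as independent. Since a human array was used on tumors grown in mice, transcripts of mouse cells are measured only where they bind human probes.

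The values are log2 signals that the authors made with RMA (background correction, normalization between arrays and summary of probes per transcript cluster) before they were deposited. The version of RMA is not given. The paper's methods section refers to an earlier article for the analysis of the arrays. The signals were used as deposited. Of 27189 features, 20893 transcript clusters with names starting in TC were tested. Another 6296 features, among them 2197 positive and 612 negative controls, were left out of the tests and used only to judge each array. A gene symbol was given for 17705 of the transcript clusters and none for 3188, 17 symbols stood on more than 1 transcript cluster, and 39 pairs of transcript clusters had identical values. Where a gene had several transcript clusters, the one of highest mean was used. Genome builds are not named in the table, so no coordinates are printed. TUBB3, CTAG1B, SSX4, GAGE12J and POU5F1, which the paper names, were not analysed here because no tested transcript cluster carries their symbol. The paper's RYR was taken as RYR2, Ki67 as MKI67, p75 as NGFR and PARP as PARP1.

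Differences were computed in R version 4.3.3 with limma version 3.58.1 (lmFit and eBayes, 1 mean per group, 3 groups sharing the variance, no block) as AC-265347 against VEH, CIN against VEH and AC-265347 against CIN. All p values are two-sided. They were adjusted by the Benjamini-Hochberg method over all transcript clusters tested. Counts are also given at an unadjusted p of 0.05, alone and with a log2 fold change of at least 0.35 or 1 in either direction, since the paper uses these thresholds. The genes named per comparison are the paper's own genes and up to 10 per direction with the largest difference among those with a symbol, an unadjusted p of 0.05 and a group mean above the median of all transcript clusters (5.64). The genes named for the smallest adjusted p were taken from the full table without that limit, after the results were seen.

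The 43 gene lists were written from general knowledge, because the gene sets used in the paper (Reactome in its results, the Gene Ontology through Enrichr in its methods) were not at hand. They cover the RT-qPCR panels, neuronal differentiation and neuroblastoma identity, ER stress, calcium signaling, apoptosis, the cell cycle, G protein-coupled receptors, ERK feedback genes, further terms of Figure 5D, metabolism, ribosomal proteins, histones and markers of other cell types. Lists were tested with camera (preset correlation 0.01, and again with the correlation estimated) and with fry, and adjusted by the Benjamini-Hochberg method over the lists of each comparison. Up to 4 members are named per list. Some genes and 4 of the lists are not reported here, and the adjustment and the numbers of lists called remain over all 43. Gene families with many near-identical copies (GAGE, MAGEA, SSX) can share probes, so their values are uncertain.

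Clustering used average linkage on 1 minus the Pearson correlation. Principal components were computed on centred values. Array values were correlated with the paper's RT-qPCR folds over 14 of the 19 genes of Table 1, with p from 1e+05 permutations. Outlying tumors were looked for with Dixon's ratio, against a critical value of 0.526, in 66 sets of 8 values (22 measures in 3 groups).

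The script that tests all transcript clusters was tested on simulated data for AC-265347 against VEH, in which 200 of 20893 transcript clusters were changed by a log2 fold change of 0.5 or 1. At an adjusted p of 0.05 it recovered 17% of those changed by 0.5 and 92% of those changed by 1, with 8 false calls. At an unadjusted p it recovered 84% and 99%, and 5.10% of unchanged transcript clusters passed. The simulated values were drawn independently for each transcript cluster and array. They hold none of the correlation between transcript clusters or between arrays, so these rates test the script and need not hold for the real tumors.

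The choices named here were made before the data were examined, except where the closing section says otherwise. Alternatives were 2 groups per fit, a block for the tumor number, the label set or the label column, trend and robust variances, array weights, a minimum mean signal of 5, all features, 1 transcript cluster per gene, centring on the array median, quantile normalization, an exact Mann-Whitney test, VEH tumors split 4 and 4, complete linkage, removal of the label set, an estimated correlation within lists, the RT-qPCR comparison without multi-copy families, and each array left out. The label letters A to D and E to H are called label sets, and what they stand for is not stated. Random splits of the 16 arrays of each comparison (100 of 6435, the real one among them) and 100 simulations of unchanged groups (residuals shuffled over all 24 arrays) were drawn with fixed seeds. The protein and cell culture data of the paper were not analysed here, and of its RT-qPCR only the folds in Table 1 and Figure 5C were used.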

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

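The tests of gene span, of label letters, of cells of another type, of single arrays, of the first component and of clustering over all transcript clusters were chosen, or their bound was rewritten, after the result was seen.

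The list of adrenergic identity genes, the sympathetic state of neuroblastoma cells, which the paper does not analyse, was called higher with AC-265347 than in VEH tumors by camera with the preset correlation (adjusted p = 0.000121, adjusted p = 0.648 with an estimated correlation). CHRNA3, a nicotinic receptor subunit, had a log2 fold change of 0.62 (SE 0.22), the transcription factor GATA3 0.63 (SE 0.26) and ISL1, which specifies sympathetic neurons, 0.39 (SE 0.15). Of 24 such genes, 9 were higher and 0 lower at an unadjusted p of 0.05, and 20 had a positive difference (median 0.27). In limma, 0 passed an adjusted p of 0.05, also when adjusted over the list alone. Among label letters A to D alone the adjusted p was 0.968 and among E to H alone 3.95e-07. In E to H the positive controls averaged 8.91 to 9.02 per VEH array and 9.10 to 9.24 per AC-265347 array. In A to D these ranges overlapped, at 8.95 to 9.23 and 9.11 to 9.22. Whether this difference in control signal accounts for the call was not tested.

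Hypoxia and glycolysis genes were the other list outside the paper's analyses that camera called higher with AC-265347 with the preset correlation. PFKFB3, which drives glycolysis, had a log2 fold change of 0.93 (SE 0.27), the aldolase ALDOA 0.61 (SE 0.19) and the glucose transporter SLC2A1 0.55 (SE 0.19). Of 34 genes, 10 were higher and 1 lower at an unadjusted p of 0.05 (median 0.19), and 0 passed an adjusted p of 0.05 in limma, also when adjusted over the list alone. The adjusted p was 0.00132, with an adjusted p = 0.648 with an estimated correlation, and 0.0135 and 0.0205 among label letters A to D and E to H. Tumor size and oxygen supply were not analysed here, and no explanation was tested.

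Dixon's ratio passed its critical value in 0 of 66 sets of 8 values. A pair of outlying tumors can mask each other in this test, and CIN 9 and CIN 14 lay apart on the second principal component, at -54.5 and -38.6.

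Respiratory chain and ribosomal protein genes were lower with CIN than in VEH tumors, with medians of -0.38 and -0.21 (adjusted camera p = 2.41e-13 and 3.74e-10, adjusted p = 0.62 with an estimated correlation for each). The median of the respiratory chain list remained at -0.369 after the trend with gene span was removed, at -0.312 with the mean of the positive controls as a covariate, and at -0.229 among label letters A to D alone, which argues against each of these as the whole cause. Among label letters E to H alone the median was -0.509, so its size moved with the letters. Of the lists of other cell types, 0 were called higher with CIN over all arrays, macrophage and leukocyte markers were called higher among label letters A to D alone (adjusted p = 0.00155, and 0.988 among E to H), and mouse cells are read only where they bind human probes, so a change in cell mixture cannot be told apart from one within the tumor cells, and the bound for this test was rewritten after its result. Chance is not excluded either: 10 of 100 splits of the 16 arrays, the real one included, gave a p as small as 5.60e-15, with 1.36e-22 as the smallest of the others. The treatment remains an untested biological explanation.

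NNAT and BNC2 were higher with AC-265347 than with CIN. The smaller of the 2 differences of NNAT within label letters was 1.242, and its lowest value with 1 AC-265347 tumor left out was 1.316, which argues against the label letters or a single AC-265347 tumor as the whole cause for NNAT. For BNC2, 0.71 within letters A to D and 0.76 without AC-265347 17 mean that neither is excluded. As many as 2 transcript clusters with a log2 fold change of at least 1 were found in 26 of 100 splits, the real one included (highest other 17), so chance is not excluded for a count of this size. An effect of the drugs remains open, and the RT-qPCR of both genes in the paper's Figure 5C, which compares the drugs, was not analysed here beyond its folds.

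On the transcript clusters chosen between AC-265347 and CIN tumors, the first component separated these tumors. With the same choice made for each of 100 splits, the real one among them, 43 parted all 16 arrays into their own groups, where the real split placed 10 and the highest other 16, and in 88 of 100 the first component ordered all 64 pairs, as it did for the real split. Over all transcript clusters CIN 9 was split from the other 15 arrays, so the 9 of 16 arrays in the cluster of their own group decide nothing about a difference across the whole array, which stays open. The choice of transcript clusters by the same contrast stays open as the source of the separation, as does a difference confined to few genes.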

How the results depend on the processing

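Label letters A to D or E to H alone, the trend with gene span, the removal of low-separation arrays and the leaving out of single arrays for NNAT and BNC2 were chosen after the data had been seen, as were the label letter and single-array tests of NNAT. The 17 other alternatives were set before the data were examined. Not every alternative applies to every result, and the gene lists were run under 4 of these and the 4 settings added later. Values in parentheses after a list are its adjusted camera p, and a count is given where it moved by more than 1.5 times. The cause of these changes was not tested.

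With the correlation within each list estimated, neuronal differentiation (0.648), adrenergic neuroblastoma identity (0.648), ERK feedback and immediate early genes (0.648), hypoxia and glycolysis (0.648), cytosolic ribosomal proteins (0.782), olfactory receptors (0.796), respiratory chain (0.838) and histone genes (0.838) no longer passed for AC-265347 against VEH. Mitotic kinetochore genes (0.62), cell cycle G2/M phase (0.62), cytosolic ribosomal proteins (0.62), respiratory chain (0.62), histone genes (0.62) and cell cycle S phase (0.629) no longer passed for CIN against VEH. Cholesterol synthesis (0.204), cell cycle S phase (0.357), ER stress and unfolded protein response (0.502), taste and vomeronasal receptors (0.541), cell cycle G2/M phase (0.603), olfactory receptors (0.603), respiratory chain (0.603) and histone genes (0.603) no longer passed for AC-265347 against CIN.

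Tumor numbers do not pair the arrays, as given at the end of this section, so a block for them takes up degrees of freedom without a known pairing. With the tumor number as a block, AC-265347 against VEH had 1224 at an unadjusted p of 0.05 (from 2538) and 1121 with a log2 fold change of at least 0.35 (from 1914). CIN against VEH had 3 at an adjusted p of 0.05 (from 0), 1707 at an unadjusted p of 0.05 (from 2630) and 17 with a log2 fold change of at least 1 (from 11). AC-265347 against CIN had 1100 with a log2 fold change of at least 0.35 (from 687) and 5 with a log2 fold change of at least 1 (from 2). The shared calls numbered 338 (from 1041). Olfactory receptors (0.0518) no longer passed for AC-265347 against VEH. Cell cycle S phase (0.0199), ER stress and unfolded protein response (0.0282) and cholesterol synthesis (0.0467) passed in addition for AC-265347 against VEH. Cancer testis antigens (0.00487) passed in addition for CIN against VEH. Mitotic kinetochore genes (0.0169), heat shock (0.0169), adrenergic neuroblastoma identity (0.0235), hypoxia and glycolysis (0.0274), very long-chain fatty acyl-CoA synthesis (0.0397), neuronal differentiation (0.0407) and macrophage and leukocyte markers (0.0467) passed in addition for AC-265347 against CIN.

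With the label set as a block, CIN against VEH had 1 at an adjusted p of 0.05 (from 0).

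With trend and robust variances, CIN against VEH had 2 at an adjusted p of 0.05 (from 0).

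With array weights, AC-265347 against VEH had 3 at an adjusted p of 0.05 (from 0), 3976 at an unadjusted p of 0.05 (from 2538) and 13 with a log2 fold change of at least 1 (from 8). For AC-265347 against CIN there were 1 with a log2 fold change of at least 1 (from 2). The shared calls numbered 1965 (from 1041).

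With a minimum mean signal of 5 in 1 group or more, AC-265347 against VEH had 3 with a log2 fold change of at least 1 (from 8). CIN against VEH had 4 at an adjusted p of 0.05 (from 0) and 6 with a log2 fold change of at least 1 (from 11). AC-265347 against CIN had 596 at an unadjusted p of 0.05 (from 957), 356 with a log2 fold change of at least 0.35 (from 687) and 1 with a log2 fold change of at least 1 (from 2). Olfactory receptors (0.287) no longer passed for AC-265347 against VEH. Cell cycle S phase (0.0599) no longer passed for CIN against VEH. ER stress and unfolded protein response (0.148) and cell cycle G2/M phase (0.17) no longer passed for AC-265347 against CIN. Macrophage and leukocyte markers (0.0144), complement cascade (0.0293) and very long-chain fatty acyl-CoA synthesis (0.0293) passed in addition for AC-265347 against CIN.

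With all features tested, controls included, AC-265347 against VEH had 35 with a log2 fold change of at least 1 (from 8). CIN against VEH had 30 with a log2 fold change of at least 1 (from 11). For AC-265347 against CIN there were 9 with a log2 fold change of at least 1 (from 2).

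With the exact Mann-Whitney test, AC-265347 against VEH had 1255 with a log2 fold change of at least 0.35 (from 1914). CIN against VEH had 1147 with a log2 fold change of at least 0.35 (from 2014). The shared calls numbered 635 (from 1041).

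With the VEH arrays split 4 and 4 between the comparisons (median of 70 splits, each with fewer VEH arrays per comparison), the shared calls numbered 211 (from 1041).

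The 4 settings that follow were added after the data had been seen.

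With the 3 arrays of lowest control-probe separation left out (VEH 16, CIN 14 and CIN 9), AC-265347 against VEH had 5 with a log2 fold change of at least 1 (from 8). AC-265347 against CIN had 1 with a log2 fold change of at least 1 (from 2). Olfactory receptors (0.178) no longer passed for AC-265347 against VEH. Cell cycle G2/M phase (0.141), taste and vomeronasal receptors (0.141), ER stress and unfolded protein response (0.63) and olfactory receptors (0.852) no longer passed for AC-265347 against CIN. Neuronal differentiation (0.0498) passed in addition for CIN against VEH.

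With the trend with gene span removed, CIN against VEH had 3 at an adjusted p of 0.05 (from 0). Olfactory receptors (0.255) and histone genes (0.358) no longer passed for AC-265347 against VEH. Cell cycle S phase (0.057) no longer passed for CIN against VEH. Taste and vomeronasal receptors (0.0629), cell cycle G2/M phase (0.0634) and ER stress and unfolded protein response (0.0639) no longer passed for AC-265347 against CIN.

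With label letters A to D alone, AC-265347 against VEH had 625 at an unadjusted p of 0.05 (from 2538), 621 with a log2 fold change of at least 0.35 (from 1914) and 14 with a log2 fold change of at least 1 (from 8). CIN against VEH had 5 at an adjusted p of 0.05 (from 0), 1116 at an unadjusted p of 0.05 (from 2630), 1112 with a log2 fold change of at least 0.35 (from 2014) and 49 with a log2 fold change of at least 1 (from 11). AC-265347 against CIN had 14 with a log2 fold change of at least 1 (from 2). The shared calls numbered 170 (from 1041). TMEM184B changed sign between AC-265347 and VEH, at -0.011. Respiratory chain (0.0793), adrenergic neuroblastoma identity (0.968) and histone genes (0.968) no longer passed for AC-265347 against VEH. Mitotic kinetochore genes (0.178) and cell cycle G2/M phase (0.205) no longer passed for CIN against VEH. Cell cycle G2/M phase (0.0824), cholesterol synthesis (0.262) and ER stress and unfolded protein response (0.291) no longer passed for AC-265347 against CIN. Mesenchymal neuroblastoma identity (0.000686) and macrophage and leukocyte markers (0.00775) passed in addition for AC-265347 against VEH. Cancer testis antigens (0.00025), macrophage and leukocyte markers (0.00155) and taste and vomeronasal receptors (0.0343) passed in addition for CIN against VEH. Adrenergic neuroblastoma identity (0.00628), mesenchymal neuroblastoma identity (0.0122), ERK feedback and immediate early genes (0.0122), cancer testis antigens (0.0145), heat shock (0.0159), MYCN-activated genes (0.0308) and cytosolic ribosomal proteins (0.0459) passed in addition for AC-265347 against CIN. Olfactory receptors had the other direction and was not called for AC-265347 against VEH (0.566). Neuronal differentiation had the other direction and was not called for AC-265347 against VEH (0.968). Olfactory receptors was called in the other direction for CIN against VEH (0.00308). Adrenergic neuroblastoma identity was called in the other direction for CIN against VEH (0.0115).

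With label letters E to H alone, AC-265347 against VEH had 5 at an adjusted p of 0.05 (from 0), 3905 at an unadjusted p of 0.05 (from 2538), 3894 with a log2 fold change of at least 0.35 (from 1914) and 247 with a log2 fold change of at least 1 (from 8). CIN against VEH had 4302 at an unadjusted p of 0.05 (from 2630), 4292 with a log2 fold change of at least 0.35 (from 2014) and 295 with a log2 fold change of at least 1 (from 11). For AC-265347 against CIN there were 19 with a log2 fold change of at least 1 (from 2). The shared calls numbered 2358 (from 1041). ERK feedback and immediate early genes (0.234) no longer passed for AC-265347 against VEH. Mitotic kinetochore genes (0.0829) no longer passed for CIN against VEH. Olfactory receptors (0.106), ER stress and unfolded protein response (0.144), cell cycle G2/M phase (0.328) and taste and vomeronasal receptors (0.691) no longer passed for AC-265347 against CIN. Adrenergic neuroblastoma identity (4.34e-06) and neuronal differentiation (0.0443) passed in addition for CIN against VEH. Cell cycle S phase had the other direction and was not called for CIN against VEH (0.93). Histone genes had the other direction and was not called for AC-265347 against CIN (0.691).

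When each of the 24 arrays was left out in turn, AC-265347 against VEH gave 1739 (without VEH 11) to 3799 (without VEH 10) transcript clusters at an unadjusted p of 0.05, CIN against VEH 1804 (without VEH 11) to 3608 (without VEH 9) and AC-265347 against CIN 725 (without CIN 14) to 1508 (without CIN 8). At an adjusted p of 0.05 the counts ran from 0 to 2, 0 to 2 and 0 to 0. With a log2 fold change of at least 0.35 they ran from 1315 to 3124, from 1400 to 2967 and from 531 to 1115, and with at least 1 from 5 to 26, from 7 to 19 and from 1 to 3. Shared calls ran from 524 (without VEH 11) to 2041 (without VEH 10). NNAT differed between AC-265347 and CIN by 1.29 to 1.6 and BNC2 by 0.76 to 1.25.

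Among the alternatives set beforehand and single arrays left out, 617 counts or separations, 424 list tests and 1727 differences of named genes kept their result, where a list not called under either setting also counts as the same. Among the same settings 76 counts moved, 27 list tests were weaker and 14 stronger, and differences of named genes were weaker in 22 and stronger in 15. With the alternatives added later 29 counts moved, 25 list tests were weaker, 15 stronger and 6 reversed, and differences of named genes were weaker in 54, stronger in 13 and reversed in 1. The clusters drawn from AC-265347 and CIN arrays held 10 arrays with their own group under complete linkage and with the label set removed. Tumor numbers do not pair the arrays: of 17 pairs with a shared number the correlation ran from -0.243 to 0.195, 4 exceeded 0.1, and 3 of 24 arrays correlated best with one of their own number. The control-probe separation of 0.986 to 0.994 says how well signal stands over background on each array, and no limit of detection per gene can be read from the deposited values.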

Differences from the paper's values

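The paper's counts of differentially expressed genes were within 1.5 times of those found here at the same thresholds. The paper reports folds by RT-qPCR, whereas the values here are folds of array signal in LA-N-1 tumors, so the pairs below compare different assays on a fold scale. A pair is listed where the values differ by more than 1.5 times and by more than the spread of the tumors.

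For CASR with AC-265347 the paper's value is 2.51 and the array value 0.968, and with CIN the paper's value is 2.21 and the array value 0.975. S100B, a glial marker, had a paper's value of 1.31 with AC-265347 against 0.817 on the array, and 1.51 with CIN against 0.887. The other pairs that differ concern CIN. Among differentiation genes, the paper's value for NEFL is 2.31 and the array value 0.788, for NTRK2 1.81 and 1.03, and for CHD5 11.91 and 1.21. The calcium channel gene RYR2 has a paper's value of 2.26 and 1.04 on the array. Mean log2 signals in VEH and CIN tumors were 2.59 and 2.62 for NTRK2, 2.36 and 2.42 for RYR2, and 2.93 and 3.21 for CHD5. Negative controls averaged 2.64 to 3.00 per array, so the array folds of NTRK2, RYR2 and CHD5 cannot be weighed against RT-qPCR. S100B stood little higher, at 3.60 in VEH tumors, 3.31 with AC-265347 and 3.43 with CIN. Table 1 prints NTRK2, but section 2.3 names NTRK3, and the paper's list of primers and probes holds NTRK3 and not NTRK2. Which gene that row holds is thus uncertain. NTRK3 had mean log2 signals of 5.41 in VEH and 5.26 in CIN tumors, well above the negative controls, and an array fold of 0.898 with CIN. Among stress and apoptosis genes, the paper's value for DDIT3 is 1.58 and the array value 0.795, and for BID 2.15 and 0.645. Among cancer testis antigens, the paper's value for MAGEA3 is 2.86 and the array value 1.06, and for MAGEA6 2.48 and 1.11. None of the alternatives set before the data were examined brought any of these 12 values within reach of the paper's. For NTRK2, CHD5 and RYR2 this decides nothing, since a signal near the negative controls leaves no room for a fold to appear. For CASR, NEFL, DDIT3, BID, MAGEA3 and MAGEA6 these were 12 alternatives each, and for S100B, NTRK2, CHD5 and RYR2 11, since the minimum mean signal of 5 removes them. Only a block for the tumor number or the label column, array weights, centring and quantile normalization can move a fold. The other alternatives leave the group means as they are, so their outcome here was fixed beforehand. CTCFL came close in both groups, with the paper's 1.9 and 2.47 against 2.13 and 2.44.

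The paper finds more genes changed by AC-265347 than by CIN at the low threshold, whereas here CIN had more, 2630 against 2538. The order was the paper's with only the 2 compared groups in the fit, which gave 2874 and 2006 with 889 shared. For AC-265347 against CIN this setting gave 751 (336 higher, 415 lower), and of all settings it came closest to the paper's counts. It was set before the data were examined. The exact Mann-Whitney test (2265 and 1774), array weights (3976 and 3489) and all features with controls (3562 and 3522) also had more for AC-265347.

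The paper describes NNAT and BNC2 as upregulated by AC-265347. Here both were higher with AC-265347 than with CIN, by a log2 fold change of 1.47 and 1.07, but against VEH the array folds with AC-265347 were 0.981 for NNAT and 1.19 for BNC2, and those with CIN 0.354 and 0.569. The near absence of a difference with AC-265347 averages opposite signs, with log2 fold changes of -0.84 and -0.73 for NNAT and BNC2 among label letters A to D alone and 0.78 and 1.23, in the paper's direction, among E to H alone, a division chosen after seeing the values. With AC-265347 the paper's RT-qPCR folds are about 1.6 for NNAT and about 1.9 for BNC2 in Fig. 5C, read by eye, and with CIN about 0.5 for both genes. The paper calls these genes the most significant. Among transcript clusters with a log2 fold change of at least 1 they were the 2 found here, while over the whole array SPMIP5 (unadjusted p = 2.99e-05) and MAFA (0.000117) had smaller values than NNAT (0.000341) or BNC2 (0.00564).

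The paper places GPCR downstream signaling first among pathways lower with AC-265347. In the lists used here, which are not the gene sets of the paper, olfactory receptors had the smallest adjusted p among the lower lists (0.00746, adjusted p = 0.603 with an estimated correlation, and 0.852 without the 3 arrays of lowest control-probe separation and 0.106 among label letters E to H, both chosen after seeing the values), but G proteins and their effectors had a median of 0.04 and an adjusted p of 0.273. The paper attributes enhanced calcium signaling to CIN, where the calcium signaling list had a median of 0.02 and an adjusted p of 0.53. It reports that MYCN was moderately downregulated in the responsive animal models. For LA-N-1 the paper's value is 1 with AC-265347 and 0.93 with CIN, within 1.5 times of the array fold of 1.33 with each drug (log2 fold change 0.41, SE 0.13, adjusted p = 0.327 and 0.27 from limma). Over the 14 genes of Table 1 with a transcript cluster, 10 had the direction of the paper's RT-qPCR with AC-265347 and 7 with CIN.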

Other observations

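The tests by label letters and of other divisions of each group, without low-separation arrays and with the gene span trend removed were chosen after the data had been seen. Lists of cell cycle and chromatin genes were called lower with CIN than in VEH tumors by camera with the preset correlation. H3C10 and H2AC21, replication-dependent histones, had log2 fold changes of -0.79 (SE 0.20) and -0.69 (SE 0.17), the kinetochore genes CENPQ and NUP37 -0.88 (SE 0.27) and -0.66 (SE 0.17), BIRC5 of the chromosomal passenger complex -0.49 (SE 0.18) and CCNE2, a cyclin of the entry into S phase, -0.59 (SE 0.20). Of 61 histone genes 22 were lower and 0 higher at an unadjusted p of 0.05, and 10 were lower when adjusted over the list alone (camera adjusted p = 2.16e-07, adjusted p = 0.62 with an estimated correlation). Kinetochore genes (16 lower and 1 higher of 68, 2 lower when adjusted over the list alone) had an adjusted p of 0.0107, G2/M genes (9 lower of 50) 0.00244 and S phase genes (6 lower of 39) 0.0389. With an estimated correlation these were an adjusted p of 0.62, 0.62 and 0.629. Among label letters A to D and E to H the adjusted p was 0.178 and 0.0829 for kinetochore genes, 0.205 and 0.0212 for G2/M genes, and 2.05e-05 and 0.93 for S phase genes, whose direction was the opposite in E to H. S phase genes also had 0.0599 with a minimum mean signal of 5 and 0.057 with the gene span trend removed. With AC-265347 the adjusted p was 0.0224 for histones (adjusted p = 0.838 with an estimated correlation, 0.968 among label letters A to D and 0.358 with the gene span trend removed), 0.304 for kinetochore, 0.276 for G2/M and 0.304 for S phase genes. MKI67, the transcript of Ki67, was not lower, with log2 fold changes against VEH of 0.11 (SE 0.21) with CIN and 0.20 (SE 0.21) with AC-265347. By Ki67 staining, the paper found proliferation unchanged in both models.

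Lists of energy metabolism and translation were called lower with CIN in the same way. NDUFA2 and NDUFB6 of respiratory complex I had log2 fold changes of -0.90 (SE 0.24) and -0.74 (SE 0.20), and ATP5PF of the ATP synthase -0.71 (SE 0.21). Of 65 respiratory chain genes 34 were lower and 0 higher, and 22 were lower when adjusted over the list alone (adjusted p = 2.41e-13, adjusted p = 0.62 with an estimated correlation). RPS21 and RPL35 had -0.51 (SE 0.15) and -0.41 (SE 0.13), and 19 of 49 ribosomal protein genes were lower and 0 higher (adjusted p = 3.74e-10, adjusted p = 0.62 with an estimated correlation). With AC-265347, 14 respiratory chain genes were lower and 2 higher (adjusted p = 0.00137, adjusted p = 0.838 with an estimated correlation, 0.0793 among label letters A to D), and 13 ribosomal protein genes were lower (adjusted p = 3.64e-05, adjusted p = 0.782 with an estimated correlation). In limma, 0 members of these lists passed an adjusted p of 0.05 over all transcript clusters.

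Markers of differentiation were measured as well. MAPT, CRMP1 and ELAVL4, neuronal genes, were higher with AC-265347 than in VEH tumors by 0.44 (SE 0.14), 0.41 (SE 0.14) and 0.57 (SE 0.24). Of 33 neuronal differentiation genes 5 were higher and 0 lower (adjusted p = 0.00246, adjusted p = 0.648 with an estimated correlation), and among label letters A to D alone the direction was the opposite (adjusted p = 0.968). INA and DCX were higher with CIN by 0.56 (SE 0.20) and 0.55 (SE 0.20), and the list had an adjusted p of 0.143. Adrenergic genes had an adjusted p of 0.0543 with CIN, which averages opposite directions among label letters A to D (lower, 0.0115) and E to H (higher, 4.34e-06), and hypoxia and glycolysis genes 0.131. Between the drugs these 3 lists had 0.14, 0.0566 and 0.08. HSPA5, the main ER chaperone, and XBP1 were higher with AC-265347 by 0.46 (SE 0.13) and 0.45 (SE 0.12), and DDIT3 was lower at -0.65 (SE 0.21). The ER stress list had an adjusted p of 0.0602 with AC-265347 (2 higher and 1 lower when adjusted over the list alone), 0.805 with CIN and 0.0486 between the drugs (adjusted p = 0.502 with an estimated correlation). This last test gave 0.148 with a minimum mean signal of 5, 0.63 without the 3 low-separation arrays, 0.0639 with the gene span trend removed, and 0.291 and 0.144 among label letters A to D and E to H. Histone genes (adjusted p = 0.00213) and G2/M genes (0.0376) were called higher with AC-265347 than with CIN, with an adjusted p = 0.603 with an estimated correlation for each. Among label letters E to H alone histone genes had the other direction (0.691), and G2/M genes had 0.0824 among A to D, 0.328 among E to H, 0.17 with a minimum mean signal of 5, 0.141 without the 3 low-separation arrays and 0.0634 with the gene span trend removed. Olfactory receptors were called lower with AC-265347 than in VEH tumors (adjusted p = 0.0296, adjusted p = 0.796 with an estimated correlation). Their direction was the opposite among label letters A to D (0.566, and 0.000394 with the same direction among E to H), and the adjusted p was 0.0518 with the tumor number as a block, 0.287 with a minimum mean signal of 5, 0.178 without the 3 low-separation arrays and 0.255 with the gene span trend removed.

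The remaining list tests were not called at an adjusted p of 0.05 by camera with the preset correlation. In the order AC-265347 against VEH, CIN against VEH and AC-265347 against CIN, the adjusted p was 0.198, 0.626 and 0.332 for mesenchymal identity, 0.984, 0.78 and 0.539 for Schwann and glial markers, 0.276, 0.177 and 0.71 for stem-like genes, and 0.316, 0.902 and 0.194 for MYCN-activated genes. Cancer testis antigens had 0.615, 0.319 and 0.636 (with CIN 0.00487 with the tumor number as a block and 0.00025 among label letters A to D, and between the drugs 0.0145 among A to D), apoptosis genes 0.927, 0.21 and 0.127, and the genes of the RT-qPCR panels 0.679, 0.809 and 0.809. Kinetochore genes had 0.065 between the drugs, ribosomal protein genes 0.0566, and cholesterol synthesis genes 0.189 with AC-265347 and 0.254 with CIN. Taste and vomeronasal receptors had 0.133 and 0.906 against VEH, other class A receptors 0.469 and 0.909, class B and C receptors 0.861 and 0.347, and G proteins 0.984 and 0.429. Olfactory receptors had 0.896 with CIN, and 0.00308 in the other direction among label letters A to D.

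Interferon-stimulated genes had 0.989, 0.805 and 0.676, the complement cascade 0.615, 0.669 and 0.892, mucins 0.984, 0.805 and 0.77, TNF ligands and receptors 0.984, 0.238 and 0.0719, and scavenger receptors 0.186, 0.21 and 0.872. Very long-chain fatty acyl-CoA synthesis had 0.925, 0.265 and 0.0607, postsynaptic receptors 0.679, 0.466 and 0.782, and heat shock genes 0.984, 0.21 and 0.0756. Markers of fibroblasts had 0.984, 0.829 and 0.618, of endothelium 0.984, 0.347 and 0.133, of macrophages and leukocytes 0.861, 0.177 and 0.122, of red blood cells 0.925, 0.915 and 0.809, of muscle 0.984, 0.896 and 0.704, and of skin and fat 0.37, 0.805 and 0.409. Adjusted over the list alone, AC-265347 against VEH had 1 higher and 1 lower gene in the RT-qPCR panels, 2 lower taste and vomeronasal receptors, and 1 higher gene among scavenger receptors and muscle markers. For CIN against VEH these were 2 higher and 1 lower in the panels, 1 lower among apoptosis genes, 1 higher among TNF genes and 1 lower among cholesterol synthesis genes. Between the drugs, 1 gene of the panels was higher and 1 TNF gene lower. The gene of the panels was NNAT, which was also the 1 lower with CIN. The paper took NNAT and BNC2 into its RT-qPCR from these same arrays, so the passing of NNAT within this list is no independent evidence. Some further lists not called over all arrays were called under other settings with the preset correlation. With the tumor number as a block these were, with AC-265347, ER stress (0.0282), S phase (0.0199) and cholesterol synthesis genes (0.0467), and, between the drugs, neuronal (0.0407), adrenergic (0.0235), kinetochore (0.0169), very long-chain fatty acyl-CoA (0.0397), hypoxia (0.0274), heat shock (0.0169) and macrophage and leukocyte genes (0.0467). With a minimum mean signal of 5 these were complement (0.0293), very long-chain fatty acyl-CoA (0.0293) and macrophage and leukocyte genes (0.0144) between the drugs. Among label letters A to D they were mesenchymal (0.000686) and macrophage and leukocyte genes (0.00775) with AC-265347, taste and vomeronasal receptors (0.0343) and macrophage and leukocyte genes (0.00155) with CIN, and adrenergic (0.00628), mesenchymal (0.0122), MYCN-activated (0.0308), heat shock (0.0159) and ribosomal protein genes (0.0459) between the drugs. Neuronal genes with CIN had 0.0443 among E to H and 0.0498 without the 3 low-separation arrays. Median and mean differed in sign between the drugs for scavenger receptors (0.08 and -0.01, tested as higher) and stem-like genes (0.03 and -0.04, tested as lower). With CIN they did for the RT-qPCR panels (0.07 and -0.02), MYCN-activated genes (-0.01 and 0.02) and class A receptors (0.02 and -0.01), tested as higher, and for mucins (0.00 and -0.03) and muscle markers (0.01 and -0.03), tested as lower. With AC-265347 they did for class B and C receptors (-0.02 and 0.03), postsynaptic receptors (0.00 and 0.04), fibroblast (-0.03 and 0.01), macrophage (-0.01 and 0.01) and muscle markers (0.00 and -0.01), tested as higher, and heat shock genes (-0.04 and 0.01), tested as lower. Schwann and endothelium markers had medians and means of 0.00 to 0.01 and were tested as lower.

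For each comparison 100 of 6435 splits of the 16 arrays were used, and the real split is 1 of them and is counted in each number of splits below. The bound set beforehand for calling chance excluded was fewer than 5 of 100 as large, and the tests were not adjusted for their number. Since only 100 of 6435 splits were drawn, a number as near to 5 as those below does not exclude chance. The splits were also drawn without regard to label letters, which each real group holds 4 and 4. For AC-265347 against VEH the count at an unadjusted p of 0.05 (2538, highest other split 3398, as large in 3 of 100) met the bound narrowly. So did the count with a log2 fold change of at least 1 (8, highest other 15, in 2), and the count with at least 0.35 did not (1914, highest other 2604, in 5). With a block for the tumor number, which does not pair the arrays and takes up degrees of freedom, the first of these counts was 1224. Among label letters A to D alone, with fewer arrays, it was 625, where 1045 are expected by chance, so the margin rests on the choice of fit and arrays. The count of 8 was 3 with a minimum mean signal of 5, 5 without VEH 11 or VEH 16 and 26 without VEH 10, so the same holds for it. In CIN against VEH the bound was not met for 2630 (highest other 5439, in 8) and 2014 (highest other 4290, in 8), and was met narrowly for 11 (highest other 85, in 4). This last count was 6 with a minimum mean signal of 5, 7 without CIN 17 and 17 with the tumor number as a block. In AC-265347 against CIN the bound was not met for 957 (highest other 3016, in 40) or 687 (highest other 2218, in 34). A split that calls several times the real number points to a structure in the arrays other than treatment. The number of lists called does not exclude chance, with 8 (highest other 10, in 23), 6 (highest other 12, in 33) and 9 (highest other 11, in 12).

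Label letters A to D and E to H were compared within each group. In VEH tumors 3441 transcript clusters differed between these sets at an unadjusted p of 0.05, in AC-265347 tumors 1777 and in CIN tumors 649, where 1045 are expected by chance, and 0 passed an adjusted p of 0.05 in limma in any group. Of the 35 divisions of each group into 4 and 4, this one included, 2 were as large in VEH tumors (highest other 5081), 2 in AC-265347 tumors (highest other 2148) and 21 in CIN tumors (highest other 3226), so chance is not excluded in any group. NNAT had a difference of 1.89 between the VEH sets (adjusted p = 0.0501 from limma). What the letters stand for is not stated, and the counts of 625 among A to D and 3905 among E to H for AC-265347 against VEH show that the comparison with VEH moves with them. The source of the structure stays open.

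Sharing of VEH tumors inflates the overlap of the comparisons. The log2 fold changes of AC-265347 and CIN against VEH had a correlation of 0.704 and a covariance of 0.0393 over all transcript clusters, which are not independent replicates. In 100 simulations of unchanged groups, with residuals shuffled over all 24 arrays, the overlap was as large as 1041 in 1, the correlation in 6 and the covariance in 2. The shuffle gives simulated controls the pooled spread, not that of VEH tumors. On the first component VEH tumors reached from -31.5 to 47.4, AC-265347 tumors from -30.1 to 0.33 and CIN tumors from -40.0 to 27.7. On the second, CIN tumors spread more than VEH tumors. The simulation can thus understate the sharing that the controls alone produce, and does not exclude them as its source. The simulated medians of overlap, correlation and covariance were 156.5, 0.501 and 0.0156. With VEH tumors split 4 and 4, which also leaves fewer of them per comparison, the median correlation was 0.325.

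Array and RT-qPCR folds of the paper's Table 1 were compared over 14 genes, which are not independent replicates. NTRK2, RYR2 and CHD5 among them had array signals near the negative controls. With AC-265347 the Spearman correlation was 0.301 (permutation p = 0.294, adjusted p = 0.588) and the Pearson correlation 0.481 (permutation p = 0.0843, adjusted p = 0.337). With CIN they were 0.125 and 0.113 (permutation p = 0.671 and 0.645, adjusted p = 0.671 for both). Without the multi-copy families, 11 genes gave Spearman correlations of 0.382 and 0.073.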
